# The proteomic landscape and temporal dynamics of human and mouse gastruloid development

**DOI:** 10.1038/s41556-026-01937-5

**Published:** 2026-04-24

**Authors:** Riddhiman K. Garge, Valerie Lynch, Rose Fields, Silvia Casadei, Sabrina Best, Jeremy Stone, Matthew Snyder, Connor Kubo, Arata Wakimoto, Zukai Liu, Chris D. McGann, Jay Shendure, Lea M. Starita, Nobuhiko Hamazaki, Devin K. Schweppe

**Keywords:** Proteomics, Stem cells, Systems analysis

## Abstract

The embryo establishes a body plan and primes itself for organogenesis during gastrulation. As gastrulation is challenging to study in vivo, stem-cell-derived ‘gastruloids’ have emerged as powerful surrogates. Although transcriptomics and imaging have been applied extensively to such embryo models, the dynamics of their proteomes remains largely unknown. Here we apply quantitative proteomics to human and mouse gastruloids at four key stages. We leverage these data to map the expression dynamics of protein complexes, and to nominate cooperative proteins. With matched transcriptome data, we investigate global and stage-specific discordance between the transcriptome and proteome and leverage phosphosite dynamics to nominate kinase–substrate relationships. Finally, we apply co-regulation network analysis to identify genes linked to the Commander complex, the perturbation of which leads to morphological defects in gastruloids. Altogether, our work showcases the potential of applying proteomics to embryo models to advance our understanding of mammalian development in ways challenging through transcriptomics alone.

## Abstract (web summary)

Garge et al. use experimentally matched mass spectrometry and RNA-sequencing to quantify proteins, phosphosites and transcripts across four key stages of human and mouse gastruloid development.

## Main

Gastrulation is a crucial process through which the implanted blastocyst transforms into a three-germ-layer structure, the gastrula^1^. Ethical and practical challenges in obtaining embryos limit our understanding of human gastrulation^2,3^. Conserved aspects of gastrulation can be studied in the mouse, but practical challenges (such as opacity and the cost of genetic manipulation) and notable species differences in morphology, regulators (for example, FGF8 and BMP4) and cell-type origins (for example, primordial germ cells) limit its utility in understanding human development^4^.

Stem-cell-derived embryo models are powerful surrogates, and have proliferated in both usage and scope^5^. Gastruloids—one such model—are generated by aggregating hundreds of embryonic stem cells (ESCs) and inducing Wingless-Int (WNT) signalling, which triggers axial elongation and the emergence of all three germ layers^6–8^. With Matrigel, mouse gastruloids form morphological structures resembling their in vivo counterparts, with an elongated neural tube and flanking somites^8,9^. Recently, we demonstrated that an early addition of retinoic acid (RA) in developing human gastruloids yields structures and advanced cell types including a neural crest, neural progenitors, renal progenitors and myocytes (‘RA-gastruloids’)^10^. Gastruloids can be manipulated, characterized and grown in large numbers^7^.

Several groups, including us, have applied single-cell RNA sequencing (scRNA-seq) to characterize transcriptome dynamics gastruloid development^11,12^. However, RNA is only the messenger. It is proteins that are the workhorses of the cell, and in differentiating gastruloids, proteins form the structures that make emerging germ layers and cell types morphologically and functionally unique. Protein abundances are difficult to estimate from transcriptomics alone^13–18^, and studies report varying levels of discordance^19–23^. One study found that transcript abundance accounted for only ~40% of the variance in human protein levels^24^. Moreover, post-translational modifications (PTMs) vastly increase the proteome diversity to more than 10 million proteoforms^25^, aspects of identity and function that are entirely absent from a transcriptomic census. PTMs dynamically regulate the signalling pathways that critically underpin developmental patterning and cell-type specification, for example, WNT, bone morphogenetic protein (BMP) and fibroblast growth factor (FGF)^26^. Yet, few studies have characterized the proteome in early mammalian developmental contexts, and, to our knowledge, none in human post-implantation embryos or gastruloids^13,27^.

In this Article we describe the generation of a foundational resource to understand the temporal dynamics of gastrulation using high-throughput quantitative mass spectrometry to profile proteins and phosphosites across four key stages of gastruloid differentiation. We map the dynamics of hundreds of known protein complexes and identify additional proteins whose temporal profiles correlate with specific complexes, suggesting cooperative relationships during early development. With experimentally matched RNA-seq data, we identify temporal and pathway-specific discordance between the transcriptome and proteome. We map the dynamics of thousands of phosphosites, predict stage-specific kinase activities across gastruloid development, and observe that MAPKAPK2 regulates pluripotency exit in gastruloids. Finally, we leverage co-regulatory protein networks to establish roles for DPYSL4 and PRKACB in gastruloid development. Altogether, our work lays the groundwork for bridging transcriptomic and proteomic views of early mammalian development.

## Results

### Quantifying the dynamic proteome from ESCs to gastruloids

We profiled the dynamics of RNAs, proteins and phosphosites in human RA-gastruloids^10^ and conventional mouse gastruloids^9^ corresponding to four stages of gastruloid differentiation: pre-implantation ‘naïve’ ESCs, post-implantation ‘primed’ ESCs, post-symmetry-breaking ‘early’ gastruloids and anterior–posterior elongation/patterning ‘late’ gastruloids (Fig. 1a and Extended Data Fig. 1a). We analysed two human ESC lines (H9 and RUES2-GLR) to assess inter-cell-line variation^28,29^ (Fig. 1b). All data were analysed in biological duplicate (transcriptomics) or triplicate (proteomics, phosphoproteomics) (Extended Data Fig. 1b–e). 

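RNA-seq covered 18 samples in 9 groups, with 2 biological replicates per group. The human groups were naïve H9 ESCs, primed H9 ESCs, primed RUES2-GLR ESCs, and RUES2-GLR-derived RA-gastruloids at 24 h (early) and 120 h (late) after induction. RA-gastruloids are ESC aggregates treated with the WNT agonist CHIR99021 and retinoic acid. The mouse groups, all from the E14 ESC line, were naïve ESCs, primed epiblast-like cells (EpiLCs), and gastruloids at 72 h (early) and 144 h (late). Per the paper's methods, the mouse gastruloids were seeded from ESCs kept in the naïve culture medium. EpiLCs were made from naïve ESCs in a separate differentiation. A change from EpiLCs to early mouse gastruloids is therefore a difference between separate branches, not a step along a lineage. The authors isolated polyadenylated RNA, trimmed the reads with Trimmomatic, aligned them with STAR to GRCh38 or GRCm39 according to species, and counted reads per gene with featureCounts under default parameters. The deposited values are these whole-number counts, not normalized. Default counting leaves out reads that align to several places and does not use the strand. Genes with near-identical copies or with a gene on the other strand are therefore counted incompletely.

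The total counts of replicates 1 and 2 were 20444400 and 18774903 in naïve H9 ESCs, 12926595 and 38771193 in primed H9 ESCs, and 14196716 and 3681739 in primed RUES2-GLR ESCs. They were 9984573 and 9499295 in early and 19474515 and 8777081 in late RA-gastruloids. In mouse, they were 7548807 and 11902627 in naïve ESCs and 6667575 and 15050982 in EpiLCs. Early mouse gastruloids had 20052505 and 11345059 counts and late mouse gastruloids 8280237 and 6487157. A floor of 3 counts, the upper limit that a count of 0 allows, corresponded to 0.0774 to 0.815 CPM (counts scaled to a library of fixed size) across the human samples and to 0.150 to 0.463 CPM across the mouse samples. These limits cover counting error only.

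From these counts, values were normalized by edgeR's TMM method and are given as CPM, as mean ± SD over n = 2 replicates. Differential expression was tested with edgeR's quasi-likelihood test in 1 fit per species with a coefficient per group. The fit covered 18300 of 44910 human genes and 15003 of 29720 mouse genes, those kept by edgeR's filter on low counts. A differentially expressed transcript (DET) had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The biological coefficient of variation between replicates was 8.18% in human and 4.30% in mouse. In simulated counts with 200 changed genes, the test recovered 199 in each species with 1 false call in each. The changed genes were well counted and their changes exceeded the threshold. All simulated genes had the same dispersion, and the groups otherwise had equal means. High recovery was therefore likely, and it is not a sensitivity for the real genes. The naïve H9 ESCs had been grown on mouse embryonic fibroblast feeders, which the authors removed over successive passages. The human reads were aligned to the human assembly.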

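Distances between RNA-seq samples were computed on log2 CPM with a prior count of 2. The replicates of a human group lay between 43.6 (primed H9 ESCs) and 86.8 (primed RUES2-GLR ESCs) apart. The human group means lay between 157.2 (primed H9 and primed RUES2-GLR ESCs) and 329 (naïve H9 ESCs and late RA-gastruloids) apart. The largest replicate distance was 0.552 times the smallest distance between group means. Mouse replicates lay between 36.6 (early gastruloids) and 50.3 (late gastruloids) apart, and mouse group means between 117 (EpiLCs and early gastruloids) and 249 (naïve ESCs and late gastruloids). The corresponding mouse ratio was 0.431. Keeping genes with low counts moved both ratios most, to 0.884 in human and 0.708 in mouse. Across genes, which are not independent replicates, Pearson's r between replicates ran from 0.980 to 0.995 in human and from 0.989 to 0.994 in mouse. Replicates differed by more than the sampling noise of counts, for which the chi-square per degree of freedom would be near 1. It was 1.55 in early and 13.8 in late RA-gastruloids, the lowest and highest human values, and between 2.26 and 3.98 in mouse.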

Replicates for each data type were also tightly grouped by principal components analysis (PCA). In human gastruloids, generally, PC1 separated naïve H9 ESCs from other samples, and PC2 broadly correlated with developmental progression. 

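In the PCA of the 10 human RNA-seq samples, computed on log2 CPM centred per gene and not scaled, PC1 held 48.3% of the variance and PC2 28.4%. Naïve H9 ESCs had a PC1 score of −213.9 ± 1.41 (SD, n = 2). The other groups had positive PC1 scores, from 7.08 ± 0.228 in primed H9 ESCs to 101.5 ± 3.20 in late RA-gastruloids. Primed RUES2-GLR ESCs lay at 42.3 ± 0.261 and early RA-gastruloids at 63.1 ± 4.55. The gap between naïve H9 ESCs and the nearest group mean spanned 69.3% of the PC1 range. With the 500 most variable genes, it spanned 52.7%. The gap depended on having both naïve H9 libraries, and was 23.6% without replicate 2. On PC2, primed RUES2-GLR ESCs scored −100.2 ± 8.35, primed H9 ESCs −97.3 ± 0.318, early RA-gastruloids 37.6 ± 1.25, naïve H9 ESCs 43.4 ± 1.17 and late RA-gastruloids 116.6 ± 3.03.

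**Figure D1:**
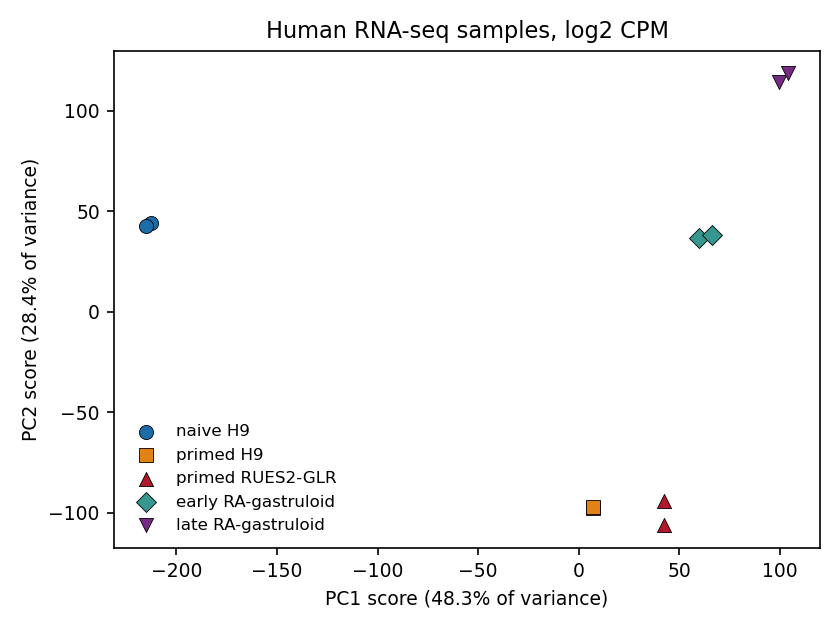
PC1 and PC2 scores of the 10 human RNA-seq samples, with 1 point per replicate and 1 colour per group. Naïve H9 ESCs lie at a mean PC1 score of −213.9, and primed RUES2-GLR ESCs and late RA-gastruloids at the ends of PC2, at −100.2 and 116.6.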

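The 8 mouse RNA-seq samples gave a PC1 with 61.1% of the variance and a PC2 with 25.5%. Late gastruloids had a PC1 score of 152.9 ± 0.0112 (SD, n = 2). The scores of the other groups were negative, at −90.7 ± 0.863 in naïve ESCs, −35.7 ± 0.345 in early gastruloids and −26.5 ± 2.13 in EpiLCs. The gap between late gastruloids and the nearest group mean spanned 73.5% of the PC1 range, and 79.7% with each gene scaled to unit variance. On PC2, EpiLCs scored −85.95 ± 1.96, early gastruloids −15.9 ± 0.391, late gastruloids 26.2 ± 1.77 and naïve ESCs 75.6 ± 2.07. These differences between group means were larger than the SD of any group. PC3 held 9.57% of the variance.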

In mouse, PC1 generally separated late gastruloids from other samples, and PC2 once again resolved developmental progression (Extended Data Fig. 1f).

**Fig. 1:**
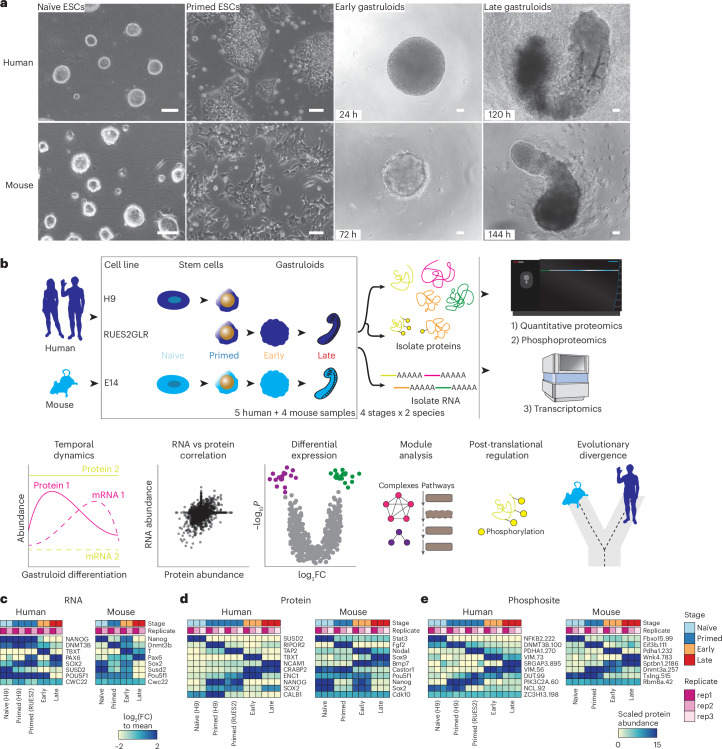
Quantifying the dynamic proteome from ESCs to gastruloids. **a**, Representative brightfield images of human RA-gastruloids and mouse gastruloids imaged over the course of their development. Scale bars, 10 μm. The experiments were independently reproduced five times with similar results. **b**, Multi-omics profiling workflow. We sampled two human cell lines (H9 and RUES2-GLR) and one mouse cell line (E14) at the indicated stages. **c**–**e**, Representative heatmaps depicting the temporal dynamics of RNAs (**c**), proteins (**d**) or phosphosites (**e**) for selected developmental marker transcripts, proteins or PTMs, respectively, across replicates and stages for both human and mouse. The colour scale for RNAs indicates log_2_(fold change) relative to the row mean. The colour scale for protein and phosphorylation data indicates scaled TMTpro reporter ion abundance. FC, fold change.

We quantified 7,352 human and 8,699 mouse proteins (Extended Data Fig. 1b and Supplementary Table 1), and measured proteins from all 34 annotated subcellular locations^30^ (Extended Data Fig. 1g). 

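NANOG (ENSG00000111704) lies on chromosome 12 of GRCh38 from 7787794 to 7799146 and encodes a pluripotency transcription factor. Its level was 76.7 ± 0.735 CPM (SD, n = 2) in naïve H9 ESCs, 18.3 ± 0.590 CPM in primed H9 ESCs and 29.4 ± 0.284 CPM in primed RUES2-GLR ESCs. It was 0.242 ± 0.200 CPM in early RA-gastruloids, and no read was counted in late RA-gastruloids, where 3 counts correspond to 0.248 CPM. From primed RUES2-GLR ESCs to early RA-gastruloids, the log2 fold change was −6.85 (standard error 0.30, adjusted p = 5.14e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). POU5F1 (ENSG00000204531, chromosome 6, 31164337 to 31180731) stood at 843 ± 7.93 CPM in naïve H9, 713 ± 2.90 CPM in primed H9 and 612 ± 13.9 CPM in primed RUES2-GLR ESCs. It fell to 249 ± 10.6 CPM in early and 0.499 ± 0.158 CPM in late RA-gastruloids. The annotation lists 9 pseudogenes of NANOG and 6 of POU5F1, and reads that align equally well to these are not counted. TBXT (ENSG00000164458, chromosome 6, 166157656 to 166168700) had 126 ± 2.77 CPM in early RA-gastruloids. At most 1 read was counted on TBXT in primed RUES2-GLR ESCs, where 3 counts correspond to 0.211 and 0.815 CPM in replicates 1 and 2 before TMM scaling. It returned to 1.13 ± 0.872 CPM in late RA-gastruloids (log2 fold change −6.57, standard error 0.22, adjusted p = 1.52e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PAX6 (ENSG00000007372, chromosome 11, 31784779 to 31817961) had 99.99 ± 2.13 CPM in late RA-gastruloids, at least 324-fold higher than in early RA-gastruloids, whose counts lay at or under the floor. Primed RUES2-GLR ESCs had 4.96 ± 0.267 CPM of PAX6.

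In mouse, on GRCm39, Nanog (ENSMUSG00000012396, chromosome 6, 122684448 to 122691592) had 913 ± 5.58 CPM in naïve ESCs, 71.5 ± 7.34 CPM in EpiLCs, 386 ± 7.83 CPM in early and 42.4 ± 0.411 CPM in late gastruloids. Pou5f1 (ENSMUSG00000024406, chromosome 17, 35816915 to 35821669) had 1152 ± 24.9, 979 ± 41.8, 922 ± 19.3 and 85.4 ± 2.19 CPM in the same order. Its fall from early to late gastruloids was −3.43 on the log2 scale (standard error 0.057, adjusted p = 2.76e-49 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between EpiLCs and early gastruloids its log2 fold change was −0.088 (adjusted p = 0.103 from the same edgeR quasi-likelihood test), and with upper quartile normalization it was −0.13 (adjusted p = 0.014). T (ENSMUSG00000062327, chromosome 17, 8653255 to 8661328), the mouse gene for brachyury, had 1.61 ± 1.07 CPM in EpiLCs, 212.5 ± 0.509 CPM in early and 12.8 ± 1.18 CPM in late gastruloids. Pax6 (ENSMUSG00000027168, chromosome 2, 105499245 to 105527709) rose from 2.76 ± 0.423 CPM in early to 10.7 ± 1.49 CPM in late gastruloids, a log2 fold change of 1.93 (standard error 0.23, adjusted p = 3.82e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

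**Figure D2:**
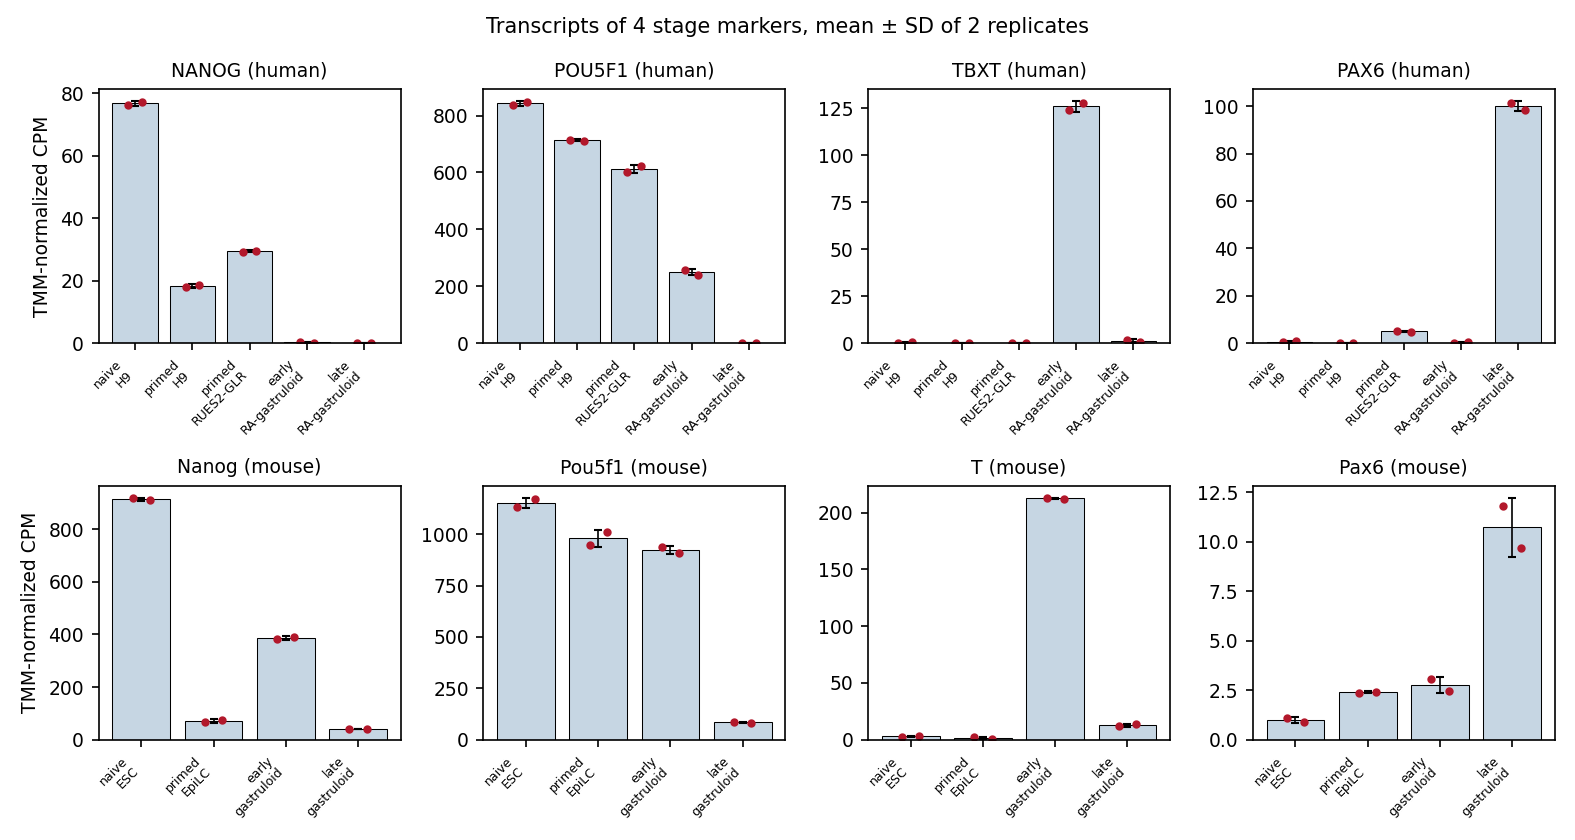
TMM-normalized CPM of NANOG, POU5F1, TBXT and PAX6 in the human groups and of Nanog, Pou5f1, T and Pax6 in the mouse groups. Bars are means, error bars are SDs and points are the 2 replicates of each group. TBXT reaches 126 CPM in early and PAX6 99.99 CPM in late RA-gastruloids.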

The pluripotent markers *NANOG* and *POU5F1* were highly abundant in ESCs, while mesendoderm marker *TBXT*^31^ and neural tube marker *PAX6*^32^ were abundant in early- and late-stage gastruloids, respectively (Fig. 1c). Stage specificity was observed for proteins such as naïve epiblast marker SUSD2^33^ in naïve H9 cells, while TBXT and NCAM were specific to early- and late-stage gastruloids, respectively (Fig. 1d). Interestingly, retinoic-acid binding protein CRAPBP2^34^ was detected only in human samples after the addition of retinoic acid^35^. For mouse *Sox2*/Sox2, we observed consistent dynamics for messenger RNA (mRNA) and protein abundance (Fig. 1c,d). 

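Mouse Sox2 (ENSMUSG00000074637) is a single-exon gene on chromosome 3 of GRCm39, from 34704554 to 34706610. Its transcript level was 736 ± 8.68 CPM (SD, n = 2) in naïve ESCs and 152 ± 6.99 CPM in EpiLCs, a log2 fold change of −2.28 (standard error 0.056). It was 458 ± 12.8 CPM in early gastruloids, above EpiLCs (log2 fold change 1.60, standard error 0.055) and below naïve ESCs. From early to late gastruloids it fell to 66.6 ± 7.54 CPM (−2.77, standard error 0.062). The adjusted p of these 3 changes was 1.53e-40, 1.06e-32 and 7.94e-43 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each change was many times the spread between replicates. The Sox2 protein abundances were not analysed here.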

Protein levels for the pluripotency marker SOX2 dropped in early gastruloids before increasing in late gastruloids. SOX2 endogenously tagged with mCitrine confirmed that this pattern was driven by neural-cell populations (neural progenitors, neural crest and neural tube; Fig. 1c,d and Extended Data Fig. 1h). By quantitative phosphoproteomics^17,36^, we also mapped the temporal dynamics of human and mouse phosphosignalling (Fig. 1e). Phosphorylation of the methyltransferases DNMT3B (Ser100, human) and Dnmt3a (Thr257, mouse) decreased during gastruloid development, potentially related to previous reports of DNA hypomethylation in ground-state pluripotency and increased methylase activity during differentiation^26,37–41^. Compared to recent mouse gastruloid datasets^42^, our work quantified 3,290 additional mouse proteins (65% more) and 2,303 additional homologous human proteins (46% more) (Extended Data Fig. 2a,b). Strong overlap with gastruloid and embryonic proteome datasets^42–44^ support the interpretation that we had sampled biologically relevant temporal protein changes (Extended Data Fig. 2c,d). The increased depth of the proteome sampled over the course of gastruloid differentiation also enabled temporal co-regulatory analysis at the level of proteins, complexes and phosphosignalling.

### Time-resolved proteomics reveals coherent shifts across gastruloid development

To identify proteins with similar temporal dynamics, we merged the human and mouse proteomic datasets by orthology and subjected them to hierarchical clustering (Fig. 2a). Focusing on ten protein sets with similar dynamics across both species (‘clusters’), Gene Ontology (GO) analyses^45^ identified significantly enriched cell division and DNA repair (cluster 1), mitochondria and aerobic respiration (cluster 2), RNA biogenesis (cluster 3), cilia and pattern specification (cluster 4), small-molecule metabolism (cluster 6), extracellular matrix (ECM) organization (cluster 7) and tube development (cluster 8) (Fig. 2b and Supplementary Table 2). These enrichments suggest that the proteins that underlie these biological processes are coordinated during gastrulation.

**Fig. 2:**
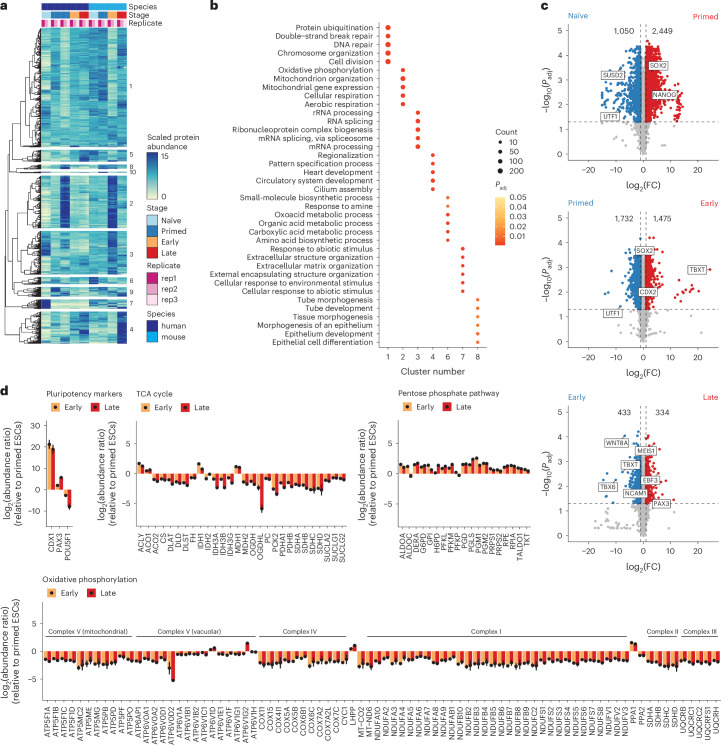
Time-resolved proteomics reveals biologically coherent shifts across gastruloid development. **a**, Heatmap depicting the temporal dynamics of protein expression across human and mouse gastruloid differentiation samples and replicates. Labels on the right of the heatmap indicate cluster number. **b**, Dotplot showing the top GO-terms enrichment across clusters. Clusters 5, 9 and 10 did not have significantly enriched GO terms. Significance was determined using a one-sided hypergeometric test. The colour scale indicates the Benjamini–Hochberg (BH)-adjusted *P* values (correcting for multiple hypothesis testing). Size of dots corresponds to the number of proteins associated with a particular GO term. **c**, Volcano plots of the protein expression changes across consecutive stages of human gastruloid differentiation, where the *x* axes represent the log_2_(fold change) between two adjacent timepoints and the *y* axes represents the negative log_10_ of the BH-adjusted *P* value (correcting for multiple hypothesis testing). Numbers indicate the counts of differentially abundant proteins in each condition. Significance was calculated using the standard *t*-test. **d**, The log_2_(protein abundance ratio) of early (yellow) or late (red) gastruloids compared to primed human ESCs (RUES2-GLR) for proteins associated with pluripotency and central metabolism including the TCA cycle, the pentose phosphate pathway and oxidative phosphorylation. Mean abundance ratios (from three biological replicates) are indicated with dots, and error bars represent s.d.

Across adjacent timepoints in each species we identified thousands of differentially abundant proteins (DAPs; Extended Data Fig. 3a,b). Owing to cell-line differences, we refrained from directly comparing naïve H9 cells to the other stages. However, naïve H9 cells tended to exhibit a high number of both DAPs (3,499 DAPs comparing naïve and primed states of pluripotency) and differentially expressed transcripts (DETs; Extended Data Fig. 3a). 

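In transcripts, the comparison of naïve with primed H9 ESCs gave 8747 DETs, of which 4661 were higher (53.3%) and 4086 lower in primed H9 ESCs. The share that was higher was 49.9% with an adjusted p threshold alone, 49% with DESeq2, 48.7% with its size factors in edgeR and 47.3% with no filter on low counts. Naïve H9 ESCs differed by 10106 DETs from primed RUES2-GLR ESCs, 9681 from early and 10440 from late RA-gastruloids. The comparisons without naïve H9 ESCs gave 5357 DETs between primed H9 and primed RUES2-GLR ESCs, 5808 between primed H9 ESCs and early RA-gastruloids and 7423 between primed H9 ESCs and late RA-gastruloids. Within the RUES2-GLR line, there were 5413 DETs from primed ESCs to early RA-gastruloids, 4564 from early to late RA-gastruloids and 7012 from primed ESCs to late RA-gastruloids. The smallest count with naïve H9 ESCs was thus 8747 and the largest without them 7423. With an adjusted p threshold alone, without the threshold on fold change, these were 13777 and 12677, the closest of the settings tried. Between primed H9 and primed RUES2-GLR ESCs, 58.4% of DETs were higher in RUES2-GLR, 68.7% with DESeq2's size factors in edgeR, 69.9% with DESeq2, 68.9% with only the compared groups and 71.2% with upper quartile normalization. With an adjusted p threshold alone, 42.7% of 10711 calls were higher in RUES2-GLR. The median log2 fold change of all genes in that comparison was −0.12 under TMM and 0 under DESeq2's size factors.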

SUSD2, whose expression marks pre-implantation epiblasts in human blastocysts, was detected only in naïve ESCs, and SOX2 and NANOG were enriched in primed ESCs (Fig. 3c). When compared to primed ESCs, DAPs in naïve ESCs were enriched for proteins involved in ECM organization, and primed cells were enriched for proteins involved in nucleotide metabolism. Comparing primed RUES2-GLR ESCs to early human RA-gastruloids, we identified 3,207 DAPs, including SOX2 enrichment in primed ESCs, and TBXT and CDX2 enrichment in early human RA-gastruloids. DAPs upregulated in early gastruloids mapped to actin filament organization and cytoskeletal processes, and DAPs downregulated mapped to mitochondrial processes (Extended Data Fig. 3d). Comparing early versus late human RA-gastruloids, we identified 767 DAPs, including downregulation of TBXT, caudal axial progenitors marker WNT8A and presomitic mesoderm marker TBX6, and upregulation of advanced cell-type markers including PAX3 (dorsal somites and neural tube), SOX1 and SOX2 (neural tube) and cardiomyocytes (MEIS1) (Fig. 2c).

**Fig. 3:**
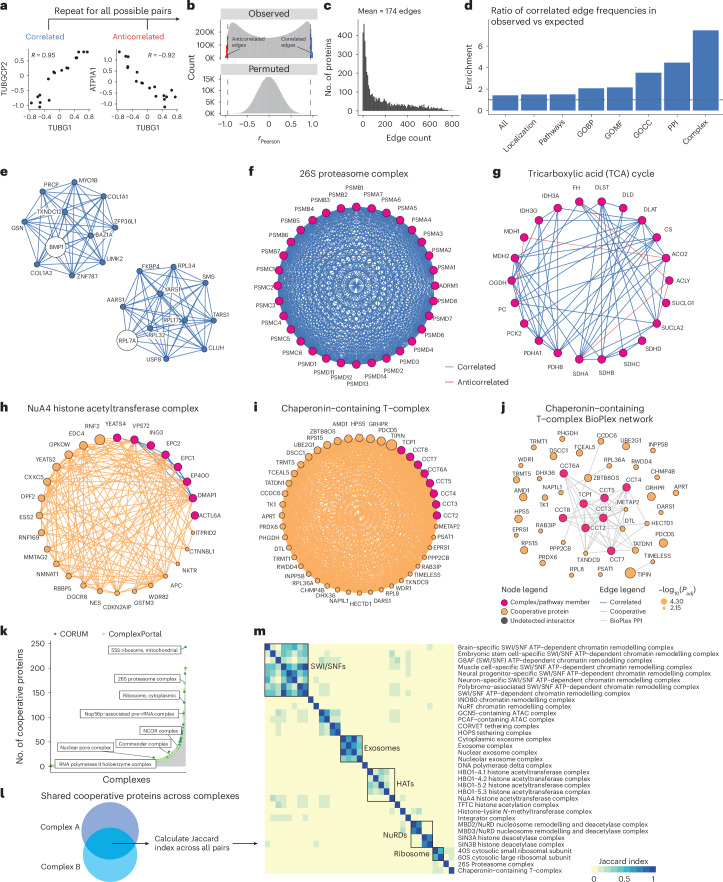
Co-regulation analysis maps cooperative protein associations to known protein complexes and pathways. **a**, Scatterplots comparing abundances across selected protein pairs across samples. **b**, Distribution of *r*_Pearson_ based on observed (top) and permuted (bottom) data. The observed distribution was obtained by calculating *r*_Pearson_ across all possible protein–protein pairs. Permuted distributions were generated by randomly sampling 50,000 protein pairs after randomly shuffling their respective timepoints ten times each before calculating *r*_Pearson_. Colours indicate strongly correlated (≥0.95; blue) or anticorrelated (≤−0.95; red) edges. **c**, Distribution of protein edge counts across the trimmed correlation network. On average, each protein in the network participated in 174 edges ± 195 edges. **d**, Ratio of enrichment for the annotated edges in the correlation network (‘observed network’) compared to the expected edge annotation frequencies across Gene Ontology biological process (GOBP), cellular component (GOCC), molecular function (GOMF), localization, pathways, protein–protein interactions (PPIs, BioPlex) or protein complexes. Specifically, we calculated the enrichment for annotated edges as the fraction of annotated edges per category in the observed correlation network divided by the fraction of annotated edges among all possible edges involving the 5,227 proteins in the correlation network. The expected frequency of annotated edges was calculated by generating all possible pairs from 5,227 human proteins (UniProt, July 2024) and computing the number of pairs explained by each functional category. **e**, Network analysis identifies known associations between proteins for BMP1 and RPL7A. **f**,**g**, Network structure of the 26S proteasome (**f**) and citric acid cycle pathway (**g**). Magenta nodes indicate known complex members annotated either from CORUM or EMBL ComplexPortal for protein complexes, or from BioCarta, KEGG, the Protein Interaction Database (PID), Reactome and WikiPathways (WP) for biochemical pathways. Blue edges indicate positive correlations between nodes, and red edges indicate anticorrelations. **h**,**i**, Cooperative proteins are highly correlated with members of established protein complexes, including the NuA4 chromatin remodelling complex (**h**) and the Chaperonin-containing T (TRiC/CCT) complex (**i**). Magenta nodes indicate subunits of a given complex, and orange nodes indicate cooperative proteins, that is, proteins with profiles correlated to proteins constituting a particular protein complex. Cooperative node sizes indicate the negative log_10_ of the BH-adjusted *P* value after computing significance from a one-sided Fisher’s exact test to determine the cooperative association of a protein to a particular module. Blue edges indicate correlated edges, and orange edges link cooperative proteins to members of a particular module. **j**, Bioplex interaction network of the TRiC/CCT complex. Orange nodes are cooperative proteins with profiles correlated to proteins found in the TRiC/CCT complex. Grey edges indicate BioPlex evidence. **k**, Histogram of protein complexes (*x* axis) and their respective numbers of cooperative proteins (*y* axis). **l**, Heuristic to identify shared cooperative proteins between complexes. **m**, Heatmap depicting a subset of shared cooperative proteins across manually curated EMBL ComplexPortal protein complexes, namely exosomes, SWI/SNFs, ATAC remodellers, nucleosome remodellers (NuRDs) and histone acetyltransferase (HAT) and deacetylase (HDAC) complexes. The heatmap is coloured by Jaccard similarity coefficients calculated from overlapping sets of cooperative proteins between protein complex pairs, and clustered using Euclidean distances with average linkage.

To identify the cell types driving bulk proteomic observations, we compared our dataset with existing gastruloid scRNA-seq datasets^10^. We focused on seven proteins with characteristic upregulation in early gastruloids (TBXT, WNT8A, TBX6, APLNR), late gastruloids (SOX2, PAX3) or both (NEBL) (Extended Data Fig. 5a). In early gastruloids, TBXT was predominantly expressed in neuromesodermal progenitors (NMP) and axial mesoderm, and WNT8A and TBX6 were enriched in NMP, nascent mesoderm and primitive streak populations. APLNR (mesoderm development^46^) was broadly expressed across mesodermal lineages, suggesting that both nascent and emergent mesoderm populations contribute to its bulk protein profile. In late gastruloids, SOX2 was specifically expressed in neural progenitors and neural tube cells. PAX3 expression was primarily driven by neural and somite populations. Interestingly, NEBL protein levels in late gastruloids tended to reflect expression in cardiac cell populations, whereas in early gastruloids it lacked clear cell-type specificity (Extended Data Fig. 5b,c). SOX2 and ZIC2 were highly correlated at the protein level, and their scRNA-seq profiles suggested both were expressed in neural cell types. Upon immunostaining, ZIC2 was in nuclear bodies as previously reported^30^, and colocalized with SOX2 to neural cell types. These observations suggest that our data capture at least some cell-type-specific expression patterns for major lineages.

Comparing H9 versus RUES2-GLR human primed ESCs, we detected 3,047 DAPs (Extended Data Fig. 3b). Although both cell lines expressed characteristic primed ESC markers (for example, SOX2 and NANOG), the DAPs largely mapped to mitochondrial processes (respiration, oxidative phosphorylation), which are upregulated in primed RUES2-GLR relative to primed H9 ESCs. Conversely, DAPs upregulated in primed H9 ESCs were enriched for cytoskeletal processes and translation (Extended Data Fig. 3c). This comparison reinforces that substantial differences exist between widely used human ESCs^47^.

The proteomes of primed RUES2-GLR ESCs were highly enriched for mitochondrial processes relative to RUES2-GLR early gastruloids (Extended Data Fig. 3c,d), suggesting that these processes are downregulated over the course of gastruloid differentiation. To determine whether this downregulation was specific to a subset of mitochondrially mediated metabolic pathways, we compared primed human ESCs with early and late gastruloids (all RUES2-GLR-derived) broken down by pathway. Intriguingly, we observed highly consistent levels of downregulation of mitochondrial proteins involved in the tricarboxylic acid (TCA) cycle and oxidative phosphorylation, and upregulation of proteins involved in the pentose phosphate pathway. Within oxidative phosphorylation, this consistency extended to individual protein complexes (Fig. 2d). Thus, the levels of mitochondrial machinery appear highly coordinated during gastruloid differentiation, consistent with studies of metabolic complexes during mammalian ageing^17^. Downregulation of mitochondrial activity was also observed in H9 early gastruloids, despite lower OxPhos protein levels in H9 primed ESCs (Extended Data Fig. 3e,f).

Across mouse gastruloid development, we observed similar numbers of DAPs (Extended Data Fig. 3g) with expected stage-specific patterns; for example, pluripotency markers Sox2 and Nanog were enriched in naïve mESCs compared to primed mESCs. Similarly, mesenchymal cell marker Bmp7 was enriched in early mouse gastruloids compared to primed mESCs, and endoderm marker Sox17 was enriched in late gastruloids compared to their early counterparts. To analyse conserved protein expression dynamics, we compared fold changes across stage transitions for orthologous human and mouse proteins. We observed modest positive correlation in the naïve to primed (*r*_Pearson_ = 0.17) and early to late (*r*_Pearson_ = 0.5) transitions, but strong anticorrelation in the primed to early transition (*r*_Pearson_ = −0.8). This anticorrelation was driven by the aforereferenced elevated levels of mitochondrial proteins in primed RUES2-GLR ESCs, whose metabolic state better matches early mouse gastruloids than primed mESCs (Extended Data Fig. 3h).

Despite species-specific protocol differences (for example, the tenfold lower number of starting cells for mouse gastruloids), the downregulation of oxidative phosphorylation primed ESCs to early human gastruloids is mirrored in early to late mouse gastruloids (Extended Data Fig. 4a,b). Furthermore, these trends in early versus late mouse gastruloids reproduce (providing independent confirmation), extend (by showing homologous patterns in human gastruloids) and add resolution to (by profiling more proteins) similar observations by Stelloo and colleagues^42^ in mouse gastruloids (Extended Data Fig. 4c–e).

### Co-regulation analysis maps cooperative protein associations to protein complexes and pathways

Given that proteins belonging to shared modules (for example, oxidative phosphorylation) were coherently regulated across gastruloid development (Fig. 2d), we explored co-regulation among members of specific pathways or complexes. Co-regulation analysis, that is, calculating pairwise correlations of protein abundances across samples, can elucidate coordinated protein functions such as macromolecular complexes and biochemical pathways^48–52^. Correlated and anticorrelated edges within the resulting networks can reveal effects including direct protein interactions^53^, signalling cascades^54,55^ and cell-state-specific roles^56^. Proteome-based coexpression has been shown to outperform transcriptome-based coexpression for predicting gene function^57^. Consistent with this, pairwise correlations of glycolysis and TCA-cycle genes in our data revealed coherent intra-pathway correlations and inter-pathway anticorrelations at the protein level that were not recapitulated at the RNA level (Extended Data Fig. 6a).

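At the RNA level, Pearson's r was computed for pairs among 17 glycolysis and 18 TCA-cycle genes over 12 samples. These were primed RUES2-GLR ESCs, EpiLCs and the early and late gastruloids of both species, 6 groups of 2 replicates that are not independent conditions. Counts were converted to TPM, which divides by transcript length, and each gene's log2 value (pseudocount 1) was centred within its species. The mean r was 0.737 within glycolysis, with 99.3% of pairs positive, and 0.648 within the TCA cycle, with 96.7% positive. Between the pathways it was 0.555, with 96.7% positive. Sets of equal size drawn at random 10000 times with matched expression had a median mean r of 0.351, 0.353 and 0.356. The observed values within the pathways stood at percentiles 99.7 and 98.4 of these sets. The value between them lay at the upper bound of the sets' central range, 0.555. With TMM-normalized log2 CPM in place of TPM, random sets had medians of 0.033, 0.029 and 0.040. The observed means were then 0.693 within glycolysis, 0.196 within the TCA cycle and 0.352 between them. In the 6 human samples alone, the mean r within the TCA cycle was 0.794. In the 6 mouse samples alone, it was −0.020, and between the pathways 0.086. The gene lists were assembled from pathway membership, and the protein correlations were not analysed here.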

We calculated correlations (*r*_Pearson_) between all 19.6 million possible pairs of the 6,261 proteins that were successfully quantified in 18 primed ESC or gastruloid samples. Proteins within known complexes were generally highly correlated, for example, TUBG1 and TUBGCP2, which constitute the γ-tubulin ring complex^58^, while TUBG1 was anticorrelated with the ATPase ATP1A1. Across all pairs, we observed a bimodal distribution of *r*_Pearson_, but a similar analysis was not seen in permuted control samples (Fig. 3a,b).

We focused on pairs that were either strongly correlated (*r*_Pearson_ ≥ 0.95) or anticorrelated (*r*_Pearson_ ≤ −0.95) at a false discovery rate (FDR) of 1% (Fig. 3c). The resulting network consisted of 5,681 nodes (proteins) and 489,417 significant correlations or edges, of which 62% were positively and 38% negatively correlated (Fig. 3c, Extended Data Fig. 6b,c and Supplementary Table 3). We trimmed our network to 5,227 proteins by retaining only the canonical isoforms detected in our datasets, and validated positively correlated edges by mapping the resulting network onto the databases cataloguing known gene ontologies^45^, subcellular localizations^30^, biochemical pathways^59–63^, protein–protein interactions^64^ and protein complexes^65,66^. The proportion of annotated edges that were positively correlated edges varied by database, for example, 73–92% for proteins with shared GO annotations, subcellular localization or pathway databases, but 93% for proteins previously reported to interact, and 97% for proteins belonging to the same complex (Extended Data Fig. 6d and Supplementary Table 4).

In the trimmed network, 37.8% of positively correlated edges were explained by at least one established annotation, a 1.4-fold enrichment over the 26.7% of all possible edges involving these 5,227 proteins that are annotated in these databases (Extended Data Fig. 6e,f). This was consistent with previous studies that attributed 34–42% of protein correlation network edges to previous annotations. Notably, those studies also required 41–375 different cell lines to generate co-regulation networks^53,56^. Moreover, our network’s edges were only modestly enriched for shared subcellular localization (1.5-fold), but were strongly enriched for annotated protein–protein interactions (4.5-fold) and shared membership in a protein complex (7.4-fold) (Fig. 3d).

We leveraged the untrimmed network to positively map protein pairs to specific developmental genes or protein complexes (Extended Data Fig. 6f,g). Anecdotally, many known protein–protein interactions were recovered. For example, BMP1, a metalloprotease involved in ECM formation and procollagen processing^67^, was highly correlated with collagens COL1A1 and COL1A2, whereas RPL7A, a large ribosomal subunit member, was highly correlated with other large ribosomal subunit members and transfer RNA synthetases (AARS1, TARS1, YARS1) involved in translation (Fig. 3e).

To investigate whether the correlation network recovered known protein complexes, we focused on 1,357 complexes from CORUM^65^ or ComplexPortal^66^ with 3+ subunits represented in our correlation network. An average of 80% of complex members were represented among the 5,681 proteins in the network (Extended Data Fig. 6h). Within the 26S proteasome, 29 of 33 (88%) proteins were represented, with 87% of all possible edges detected, and 100% of edges were positively correlated (Fig. 3h). Similar trends were observed for core metabolic modules, including in the citric acid cycle, for which 90% of edges connecting pathway members were positively correlated (Fig. 3g).

Beyond recovering known protein–protein relationships (37.8% of filtered network, Fig. 3e), we nominated potential developmentally associated relationships. Many of these are potentially driven by cell states unique to gastruloid development relative to common workhorse cell lines^53,56^. Drawing from previous proteomics studies^50,64^, we defined a protein cooperativity metric to enrich the first-degree neighbours of complexes and pathways, termed ‘cooperative edges’, connecting cooperative proteins (Methods). We reasoned that if members of a complex were withheld from our analysis, our cooperative edge mapping framework should recover their association to the remaining protein complex network. For example, when ribosomal proteins were divided into 60S and 40S subunits, three large ribosomal subunit members (RPL5, RPL13A, RPL32) were among the top five cooperative hits for the 40S subunit (Extended Data Fig. 6i).

We identified 1,385 cooperative proteins associating with 218 ComplexPortal complexes^66^ and 1,944 cooperative proteins associating with 524 CORUM complexes^65^ (Supplementary Table 5). The number of cooperative proteins per complex was not correlated with the number of complex subunits (Fig. 3h–k and Extended Data Fig. 6j) or the number of complexes with which a given protein was cooperatively associated (Extended Data Fig. 6k). When comparing cooperative protein–complex relationships with protein–protein interaction databases^64^, 1,610 cooperative edges (involving 18.5% of cooperative proteins) were annotated as interactors (Extended Data Fig. 6l). For example, in the Chaperonin-containing T (CCT) complex, five(13%) of the 36 most significantly cooperative proteins were BioPlex interactors, and nine (25%) were BioGrid interactors (Fig. 3i,j).

We reasoned that complexes with shared cooperative proteins might inform these proteins’ functional roles. Jaccard similarity coefficients between pairs of complexes (Fig. 3i) revealed network structures among overlapping cooperative protein sets (Fig. 3m). For example, exosome and histone acetyltransferase complexes each had discrete sets of cooperative proteins that overlapped with one another but not with other complexes. The 40S and 60S ribosomal subunits shared extensive cooperative protein overlap with each other and also with the 26S proteasome and the Chaperonin-containing TCP-1 complex. Additionally, SWItch/Sucrose Non-Fermentable (SWI/SNF) complexes shared cooperative proteins among themselves, with a subset also overlapping with tethering complexes, the ATAC coactivator^68^, and histone methyltransferase complexes (Fig. 3m and Supplementary Table 6).

### Gastruloid stages and gene modules exhibit varying degrees of RNA–protein discordance

Previous studies across biological contexts have reported varying extents of concordance between mRNA and protein levels^15,16,18,53,69^. With experimentally matched bulk RNA-seq data, we assessed the extent to which transcript abundances were predictive of protein levels in developing gastruloids. Our transcriptome data confirmed the expected temporal trends and stage-specific markers (Fig. 1d). 

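SUSD2 (ENSG00000099994, chromosome 22 of GRCh38, 24181487 to 24189106) had 1671 ± 135 CPM (SD, n = 2) in naïve H9 ESCs and at most 8.99 CPM in the other human groups. Its log2 fold change from naïve to primed H9 ESCs was −7.86 (standard error 0.14, adjusted p = 3.35e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Human SOX2 (ENSG00000181449, chromosome 3, 181711925 to 181714436) had 126 ± 10.9 CPM in naïve H9, 346 ± 25.9 CPM in primed H9 and 1283 ± 13.4 CPM in primed RUES2-GLR ESCs. It fell to 92.5 ± 3.20 CPM in early RA-gastruloids and rose to 321 ± 5.37 CPM in late RA-gastruloids. These last 2 changes were −3.79 and 1.79 on the log2 scale (adjusted p = 1.08e-22 and 2.69e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The retinoic-acid binding protein gene CRABP2 (ENSG00000143320, chromosome 1, 156699606 to 156705816) had 158.9 CPM in primed RUES2-GLR ESCs, 1218 CPM in early and 1223 CPM in late RA-gastruloids. NCAM1 (ENSG00000149294, chromosome 11, 112961247 to 113278436) increased from 90.8 CPM in early to 263.9 CPM in late RA-gastruloids, a log2 fold change of 1.54 (standard error 0.11, adjusted p = 1.93e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

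The genes with the largest changes between adjacent groups, selected as described in the processing summary, were as follows. From naïve to primed H9 ESCs, the largest falls were those of ALPG (log2 fold change −13.0) and KHDC3L (−13.0), and the largest rises those of THY1 (10.58) and SFRP2 (8.96). From primed RUES2-GLR ESCs to early RA-gastruloids, SEZ6 (−8.26) and LHX5 (−8.03) fell, and RSPO3 (9.19) and SNAI2 (8.43) rose. From early to late RA-gastruloids, NTS (−9.64) and FOXH1 (−9.10) fell, and NR2F2 (8.33) and SCUBE2 (8.13) rose. Between the primed lines, DGKK and TXNRD2 were lower in RUES2-GLR than in H9 ESCs, with log2 fold changes of −4.48 and −4.35. LHX5 and LGI1 were higher, with 8.95 and 8.68. From mouse naïve ESCs to EpiLCs, Trpm1 (−9.04) and Tbx3 (−8.31) fell, and Syt13 (7.82) and Pcdh1 (7.69) rose. Early mouse gastruloids had less Sox1 (−5.36) and Wt1 (−4.65) than EpiLCs, and more Trpm1 (7.86) and Ntn1 (7.79). From early to late mouse gastruloids, Dnah8 (−6.68) and Pnma6e (−5.92) fell, and Nr2f1 (9.28) and Igf2 (8.98) rose. The paper rests its statement on temporal trends and stage markers on a figure of marker genes, and not on this list.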

Of note, HOX genes^70^ turned on with gastruloid induction in both species, both at the early stage in human gastruloids and the late stage in mouse gastruloids (Extended Data Fig. 7a).

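Summed over the 39 HOX genes, transcript levels were 0.0587 ± 0.0157 CPM (SD, n = 2) in primed H9 ESCs and 0.282 ± 0.0515 CPM in primed RUES2-GLR ESCs. The sum was 1593 ± 51.6 CPM in early and 2317 ± 173 CPM in late RA-gastruloids. In early RA-gastruloids, 23 of the 39 genes had at least 1 CPM in both replicates, and in late RA-gastruloids 27 did. From primed RUES2-GLR ESCs to early RA-gastruloids, 29 of the 36 tested HOX genes were called higher, and 29 when adjusted over the list alone. From early to late RA-gastruloids, 15 were higher and 3 lower, or 16 and 5 when adjusted over the list alone. A requirement of at least 10 counts in each sample compared leaves 0 HOX genes called at the earlier of these steps, because the genes silent in primed ESCs are then not tested. HOXB9 (ENSG00000170689, chromosome 17) had the largest level, 689 ± 9.74 CPM in early and 1100 ± 66.9 CPM in late RA-gastruloids, and no count in either primed group.

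In mouse, the sum was 29.2 ± 5.59 CPM in naïve ESCs, 7.46 ± 0.515 CPM in EpiLCs, 12.6 ± 0.349 CPM in early and 314.6 ± 3.62 CPM in late gastruloids. Of the 39 genes, 3 had at least 1 CPM in both replicates of early gastruloids and 27 in late gastruloids. From EpiLCs to early gastruloids, 4 of the 30 tested genes were called higher and 1 lower, and 2 were higher when adjusted over the list alone. From early to late gastruloids, 27 were higher and 1 lower, with equal counts adjusted over the list alone. Hoxb4 (ENSMUSG00000038692, chromosome 11) had the largest late level, 75.0 ± 0.358 CPM. Hoxc13 (ENSMUSG00000001655, chromosome 15) was the gene that fell, by 3.35 on the log2 scale.

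Naïve H9 ESCs had a HOX sum of 165.4 ± 14.9 CPM, with 18 of the 39 genes at 1 CPM or more in both replicates. These libraries also hold counts on 35.6% of the human pseudogenes to which mouse transcripts align and that are silent in the other human groups. The part of their HOX counts that comes from mouse feeder RNA is not known.

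**Figure D3:**
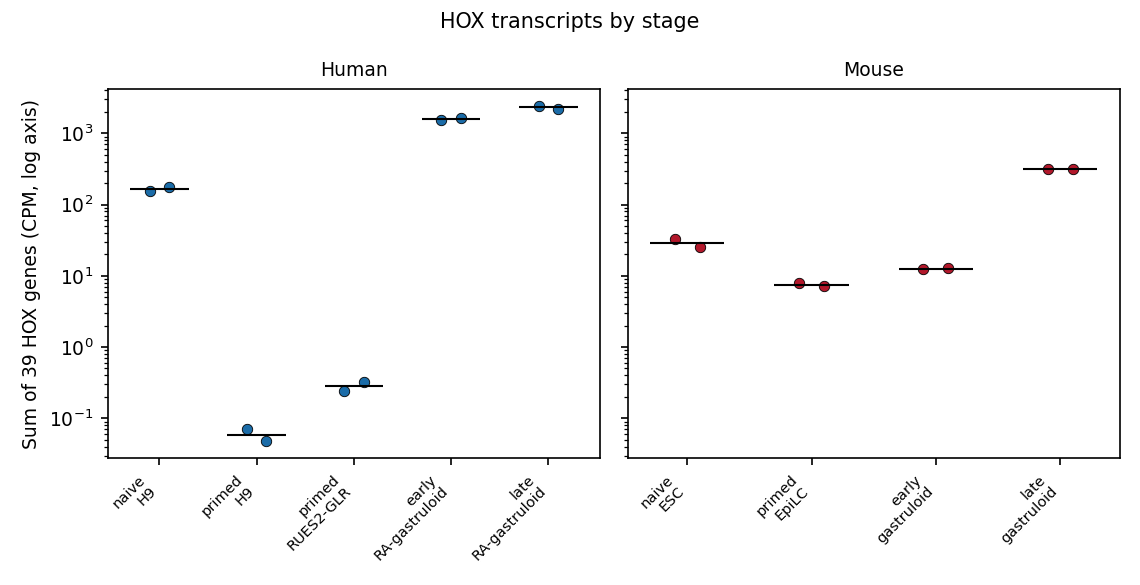
Sum of the TMM-normalized CPM of the 39 HOX genes in the human and the mouse groups, on a log axis, with points for replicates and a line at each mean. The human sum is 0.282 CPM in primed RUES2-GLR ESCs and 1593 CPM in early RA-gastruloids, and the mouse sum is 12.6 CPM in early and 314.6 CPM in late gastruloids.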

RNA–protein abundances for 6,010 matched genes were modestly correlated, consistent with previous work^53^ (mean *r*_Pearson_ = 0.39; Fig. 4a and Supplementary Table 7). When highly correlated or anticorrelated (|*r*_Pearson_| ≥ 0.75), RNA–protein relationships were stratified by broad gene classes^71–74^; for example, genes associated with transcription tended to be positively correlated, while those associated with the ribosome tended to be anticorrelated (Extended Data Fig. 7b,c). Within GO biological processes, genes exhibiting positive RNA–protein correlation were enriched for cytoskeletal and organ morphogenesis terms, suggesting that RNA levels are a reasonable proxy for protein abundance for these processes (Fig. 4b and Supplementary Table 7). Protein complexes involved in transcription (for example, the SOX2–OCT4 complex, CTNNB1–EPCAM–FHL2–LEF1 complex and the mRNA decapping complex) and signalling pathways (WNT, MAPK) tended to be positively correlated (Fig. 4d,e).

**Fig. 4:**
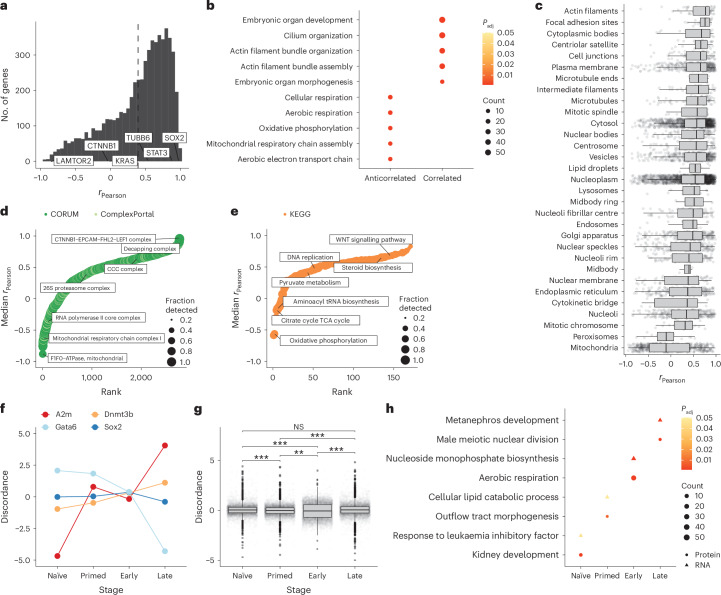
Gastruloid stages and gene modules exhibit varying degrees of RNA–protein discordance. **a**, Histogram of correlations (*r*_Pearson_) between protein and RNA expression for all genes detected at the transcript and protein level in our samplings of human and mouse gastruloid development. The dashed line indicates the mean *r*_Pearson_ across all genes. Representative genes with varying extents of correlation are highlighted. **b**, GO-term dotplot highlighting GO-defined biological processes exhibiting high RNA–protein correlation (*r*_Pearson_ ≥ 0.75) or anticorrelation (*r*_Pearson_ ≤ −0.75). The colour scale indicates the *P* value adjusted using the BH procedure (correcting for multiple hypothesis testing), and sizes of dots indicate the number of genes detected within each term. **c**, Boxplot depicting the distribution of protein–RNA correlation (*x* axis) across 6,010 genes as a function of subcellular location (*y* axis). **d**,**e**, Rank plots of median RNA–protein *r*_Pearson_ across protein complexes (**d**) or biochemical pathways (**e**). Colours indicate databases from which the module sets were curated. **f**, Representative examples of RNA–protein discordance profiles (for any given gene, the mean across replicates is shown) for various stages. **g**, Boxplot depicting the distributions of RNA–protein discordances (for any given gene, the mean across biological replicates is shown). Boxplots show the median (centre line), 25th–75th percentiles (box), 1.5× the interquartile range (line; end points signify maxima and minima). Mean protein and RNA abundance were calculated from three and two biological replicates, respectively, for various mouse stages. Significance was determined using a standard *t*-test. (NS, not significant; **P < 0.01, ***P < 0.001. **h**, Dotplot highlighting the biological processes significantly enriched in genes exhibiting protein-abundant (circles; discordance ≥ 1) or RNA-abundant (triangles; discordance ≤ −1) RNA–protein discordance. The colour scale indicates the *P* value adjusted using the BH procedure (correcting for multiple hypothesis testing), and sizes of dots indicate the number of genes detected within each term.

At the level of GO biological processes as well as shared subcellular localization (Human Protein Atlas^30^), mitochondrial genes, particularly those involved in aerobic respiration, tended to have anticorrelated RNA and protein levels (Fig. 4b,c). This trend was driven by mitochondrial protein complexes (for example, Complex I) and pathways of central metabolism (for example, oxidative phosphorylation) (Fig. 4d,e and Supplementary Table 8). 

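The RNA side of aerobic respiration was summarized over 78 nuclear genes of the oxidative phosphorylation (OXPHOS) complexes, 77 of them tested in human and 78 in mouse. From naïve to primed H9 ESCs, their median log2 fold change was −0.92, with 71 genes lower and 6 higher. The adjusted p was 2.46e-07 from limma's camera with a preset correlation of 0.01 (Benjamini-Hochberg over 77 set comparisons). The call held under fry (adjusted p = 0.000231) and not under camera with an estimated correlation (adjusted p = 0.695), whose lowest adjusted p over the 77 was 0.588. Between primed H9 and primed RUES2-GLR ESCs the median was −0.12 (adjusted p = 0.377 from limma's camera). It was 0.035 with DESeq2's size factors and 0.072 with upper quartile normalization. From primed RUES2-GLR ESCs to early RA-gastruloids it was −0.031 (37 genes higher, 40 lower, adjusted p = 0.711 from limma's camera), and without 1 early library, replicate 1, it was 0.004. From early to late RA-gastruloids it was −0.10 (27 higher, 50 lower, adjusted p = 0.369 from limma's camera), and without late replicate 2 it was 0.023. In mouse, the median was −0.25 from naïve ESCs to EpiLCs (15 higher, 63 lower, adjusted p = 0.000493 from limma's camera). It was 0.093 from EpiLCs to early gastruloids (50 higher, 28 lower, adjusted p = 0.426) and −0.16 from early to late gastruloids (21 higher, 57 lower, adjusted p = 0.0511), both from limma's camera. For the last of these, fry gave an adjusted p of 0.0124. The annotation lists pseudogenes for 50 of the 77 human genes and 6 of the 78 mouse genes. Genes of the mitochondrial genome are not in this list. Their human median was 2.96 from primed H9 to primed RUES2-GLR ESCs and −2.50 from primed RUES2-GLR ESCs to early RA-gastruloids. The mouse median was 1.07 from EpiLCs to early gastruloids. From its RNA and protein values together, of which the protein values were not analysed here, the paper states that mitochondrial genes tend to be anticorrelated.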

In the case of Complex I, previous work in HeLa cells^75^ has demonstrated that proteins in this complex are rapidly degraded post-translationally, suggesting that these systems are regulated in a similar fashion during gastruloid development.

We next sought to better understand the relationship between RNA and protein abundance as a function of developmental stage. Across all genes within each stage, early mouse gastruloids exhibited substantially lower RNA–protein correlation than all other human or mouse stages (*r*_Pearson_ = 0.26; Extended Data Fig. 7e). We defined a metric of discordance between RNA and protein measurements—the log_2_-transformed ratio of the average fold change of a protein to its corresponding RNA—at a given stage of gastruloid development (Methods). Discordance values close to 0 indicate comparable levels of RNA and protein, while positive discordance implies the protein is more abundant than its corresponding transcript and vice versa. 

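Mouse Gata6 (ENSMUSG00000005836) lies on chromosome 18 of GRCm39 from 11052064 to 11085635. In naïve ESCs, 4 and 1 reads were counted on it in replicates 1 and 2, or 0.323 ± 0.331 CPM (SD, n = 2). EpiLCs had 1 and 4 reads (0.205 ± 0.0814 CPM) and early gastruloids 17 and 5 (0.639 ± 0.282 CPM). Late gastruloids had 1524 and 1158 reads, or 174.9 ± 3.86 CPM. From naïve ESCs to EpiLCs, the log2 fold change was −0.25 (standard error 0.88, adjusted p = 0.821 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and a difference was not detectable at this depth. From early to late gastruloids, the log2 fold change was 7.96 (standard error 0.15, adjusted p = 7.34e-47 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Relative to the arithmetic mean CPM of the 4 stages, the Gata6 transcript stood at −7.09 on the log2 scale in naïve ESCs and at 1.99 in late gastruloids. The late stage sets most of this mean. The paper's discordance takes ratios to the geometric mean of the species, so these values are not on its scale. Protein abundances and the protein-to-RNA ratio were not analysed here.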

Focusing on mouse gastruloids, Gata6 discordance was high at the naïve ESC stage (higher than expected protein, given RNA levels), whereas in late gastruloids, Gata6 protein–RNA discordance was low. In contrast, SOX2 transcript and protein abundance remained relatively consistent over time (Fig. 4f).

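Relative to the arithmetic mean of the 4 mouse stages, as for Gata6, the Sox2 transcript stood at 1.06 in naïve ESCs and −1.22 in EpiLCs. It stood at 0.37 in early gastruloids and −2.41 in late gastruloids (log2 of the mean CPM of 2 replicates). The paper's reference is the geometric mean.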

Overall, we observed varying discordance profiles across mouse gastruloid development (Fig. 4g and Extended Data Fig. 7e) and applied GO enrichment analysis to genes with absolute discordance ratios greater than 1 (that is, protein either more or less abundant than expected, given RNA levels) across each developmental stage. In early mouse gastruloids, discordance tended to be driven by mitochondrial and metabolic processes (Fig. 4h and Supplementary Table 9). At the complex level, median RNA–protein discordance distributions were centred at 0 across developmental stages (Extended Data Fig. 7g). We next compared the fold changes of RNA and proteins between two temporally adjacent stages to delineate when discordance emerges or resolves (Extended Data Fig. 7h). Most complexes had no significant differences in discordance between stages (for example, the core Mediator complex; Extended Data Fig. 7g,h). However, 12% (33/279) of complexes exhibited significantly different RNA and protein fold changes between early and late gastruloid stages, including cytoplasmic and mitochondrial ribosomal subunits, intraflagellar transport complex B and Complex I (Extended Data Fig. 7f,h).

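On the RNA side of the step from early to late gastruloids, the 79 genes of the cytoplasmic ribosome had a median log2 fold change of 0.29 in human (73 higher, 6 lower, adjusted p = 9.76e-05 from limma's camera with Benjamini-Hochberg adjustment). Relative to the mean of the species, their mean log2 level was 0.455 and 0.179 in late replicates 1 and 2. It was 0.036 and 0.074 in early replicates 1 and 2, so the size of the human shift depended on late replicate 1. In mouse, the 78 tested genes had a median of −0.20 (12 higher, 66 lower, adjusted p = 0.0235 from limma's camera, and 0.159 with DESeq2). The mitochondrial ribosome shifted by −0.12 in human (27 higher, 54 lower, adjusted p = 0.167 from limma's camera) and −0.072 in mouse (32 higher, 50 lower, adjusted p = 0.421 from limma's camera). Genes of intraflagellar transport complex B (IFT-B) had a median of 0.46 in human (13 higher, 4 lower, adjusted p = 0.0489 from limma's camera, and 0.193 with DESeq2). The mouse median was 0.60 (12 higher, 4 lower, adjusted p = 0.15 from limma's camera). Complex I genes had medians of −0.092 in human and −0.13 in mouse (adjusted p = 0.614 and 0.281 from limma's camera). The human Complex I median was positive when late replicate 2 was left out. For comparison, the core Mediator complex had medians of 0.21 and 0.19 (adjusted p = 0.215 and 0.486 from limma's camera). With fry in place of camera, IFT-B had adjusted p values of 0.000922 in human and 0.00053 in mouse, and the cytoplasmic ribosome 0.0515 and 0.0073. Core Mediator then had 0.00959 and 0.00787. With no filter on low counts, the median was −0.16 for the mouse mitochondrial ribosome (adjusted p = 0.0155) and −0.219 for mouse Complex I (0.00694), from limma's camera. It was then 0.515 for mouse IFT-B (0.043) and 0.261 for human core Mediator (0.00229), from limma's camera. Ribosomal protein genes have many annotated pseudogenes, so their counts are lower estimates in human and mouse. The annotation lists pseudogenes for 79 of the 79 human and 63 of the 78 mouse genes. Protein fold changes were not analysed here.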

Finally, we assessed whether the protein levels of transcription factors (TFs) could adjudicate potential targets (Extended Data Fig. 8a). We focused on Sox2, Sox3, Tfap2c and Gata6, which exhibit distinct patterns of stage-specific protein expression in mouse gastruloids (Extended Data Fig. 8b). 

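Transcripts of these TFs and of their targets were read on GRCm39 across naïve ESCs, EpiLCs, early and late gastruloids. Nanog moved with Sox2 at each of the 3 steps, with log2 fold changes of −3.66, 2.42 and −3.19 (adjusted p = 2.03e-49, 2.79e-40 and 1.03e-44 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sox3 (ENSMUSG00000045179, chromosome X, 59934972 to 59937036) had 6.95, 64.7, 14.1 and 8.08 CPM in the 4 groups. Top2a (ENSMUSG00000020914, chromosome 11, 98883769 to 98915015) had 1039 ± 63.1, 1306 ± 57.6, 899 ± 4.22 and 825.5 ± 20.2 CPM (SD, n = 2). From naïve ESCs to EpiLCs, Sox3 changed by 3.21 and Top2a by 0.33 on the log2 scale (adjusted p = 4.29e-31 and 2.04e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change of Top2a from early to late gastruloids was −0.12 (adjusted p = 0.018 from the same edgeR quasi-likelihood test, and 0.216 from DESeq2). Tfap2c (ENSMUSG00000028640, chromosome 2, 172391513 to 172400542) had 78.7 ± 4.21, 6.47 ± 0.795, 102.9 ± 1.67 and 23.8 ± 0.449 CPM. Dppa3 (ENSMUSG00000046323, chromosome 6, 122603369 to 122607231), which has 1 annotated pseudogene, had 26.2 ± 2.12, 7.67 ± 0.631, 38.8 ± 0.198 and 12.5 ± 0.175 CPM. Tfap2c and Dppa3 were both lower in EpiLCs than in naïve ESCs, with log2 fold changes of −3.55 and −1.79. Both were higher in early gastruloids than in EpiLCs, with 3.95 and 2.37. In late gastruloids both fell, with −2.11 and −1.64. Sox17 (ENSMUSG00000025902, chromosome 1, 4561154 to 4567577) had at most 0.642 CPM before the late stage and 27.8 ± 0.608 CPM in late gastruloids, where Gata6 was also highest. Its log2 fold change from early to late gastruloids was 6.04 (standard error 0.26, adjusted p = 4.15e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).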

Transcripts for established targets of each of these TFs were upregulated in a corresponding pattern, for example, *Nanog* with Sox2, *Top2a* with Sox3, *Dppa3* with Tfap2c, and *Sox17* with Gata6 (Extended Data Fig. 8c)^76–81^. Although each of these TFs has thousands of targets according to the database TFlink^82^, the RNA levels of only a subset of these are well-correlated with the TF’s protein levels in our data (*r*_Pearson_ ≥ 0.9), for example, 582 for Sox2 (3.4% of its targets), 122 for Sox3 (2.6% of its targets), 218 for Tfap2c (1.5% of its targets) and 347 targets for Gata6 (6.6% of its targets) (Extended Data Fig. 8d). These correlated targets were enriched for distinct biological processes: SMAD signalling, heart development and embryonic morphogenesis for Gata6; lysosome organization, autophagy and Leukemia Inhibitory Factor (LIF) response for Sox2; mitochondrial translation and RNA processing for Sox3 (Extended Data Fig. 8e). Given Sox2’s elevated levels in naïve ESCs and early-stage gastruloids, we asked how discrete these sets were and if the same downstream targets were upregulated at both stages. Of 245 naïve-stage Sox2 targets and 298 early-stage Sox2 targets, 69 were enriched in both stages (Extended Data Fig. 8f). Naïve-stage targets were enriched for response to LIF, while early-stage targets were enriched for processes associated with cell adhesion, placenta development and meiosis (Extended Data Fig. 8g). Downstream targets of these four TFs were also enriched for protein–protein interactions (Extended Data Fig. 8h,i), suggesting that among large numbers of putative targets^82^, these subsets would be good candidates for additional investigation in differentiating gastruloids.

### Quantitative phosphoproteomics reveals kinase activities across gastruloid development

Developmental programs are largely driven by signalling pathways that are regulated via phosphorylation^26^. We mapped the change in post-translational states of proteins across gastruloid development (Figs. 1a,b and 5a–d, Extended Data Fig. 9a,b and Supplementary Table 10). Human and mouse phosphosites were correlated with their protein abundances (human, median *r*_Pearson_ = 0.71; mouse, median *r*_Pearson_ = 0.84) and included residues of known stem-cell markers (Extended Data Fig. 9c,d). For example, phosphorylation of T35 and S207 on UTF1 decreased markedly through gastruloid development^39,83^ (Fig. 5b). Immunofluorescence confirmed that H2AX S140 phosphorylation dynamically changes across human gastruloid development (Fig. 5e). H2AX S140 phosphorylation was highest in RUES2 primed ESCs, lower in H9 primed ESCs, and markedly reduced in early gastruloids before increasing again in late gastruloids (Fig. 5f). We further confirmed our ability to decipher the temporal dynamics of phosphosignalling by profiling mouse gastruloids treated with Chiron, a GSK3 kinase inhibitor that activates WNT^84–86^. Gsk3a-activating phosphorylation at Y279 was inversely correlated with Chiron treatment, reflecting Chiron-dependent perturbation of Gsk3a activity during mouse gastruloid induction (Extended Data Fig. 9e). Additionally, kinase–substrate enrichment analysis^87–90^ identified reduced activity of GSK3B and DYRK2 during gastruloid development^42^ and increased inhibitory N-terminal phosphorylation of GSK3B^91–93^.

**Fig. 5:**
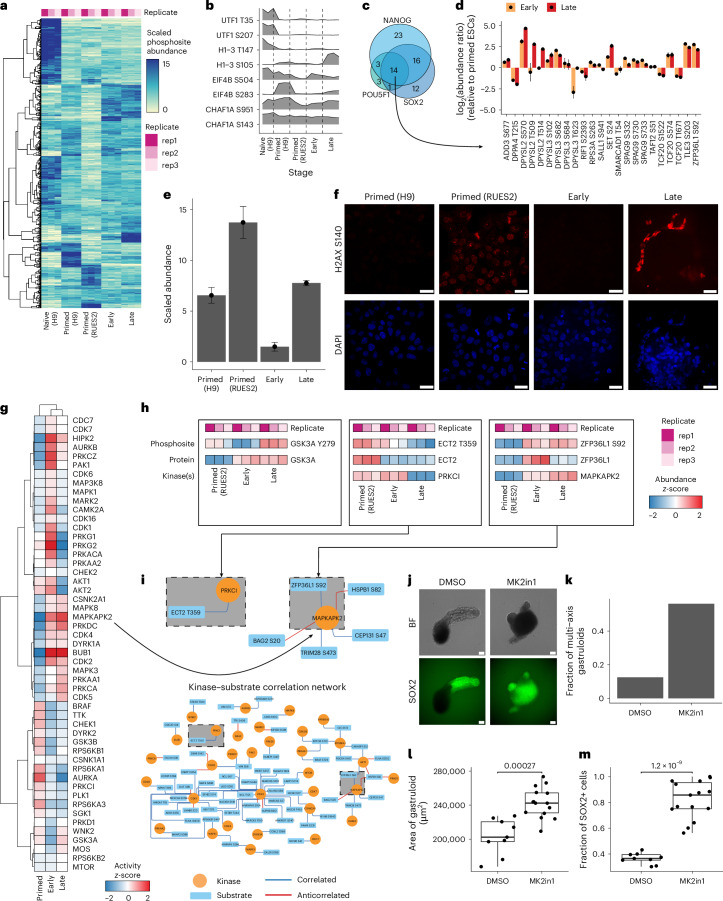
Quantitative phosphoproteomics reveals kinase activities across gastruloid development. **a**, The temporal dynamics of phosphorylated peptides across human gastruloid development. Rows indicate phosphosites, and columns sample type. The colour scale indicates the scaled TMTpro reporter ion abundance of individual phosphopeptides. **b**, Ridgeplots depicting the characteristic phosphorylation states within a given protein. **c**, Venn diagrams depicting the detection of phosphorylated proteins that are targets of pluripotency factors SOX2, POU5F1 and NANOG. The gene sets were curated from ref. ^40^. **d**, Phosphosites associated with downstream targets of pluripotency factors. The *y* axis indicates the log_2_(abundance ratio) of early (yellow) or late (red) gastruloids to primed RUES2-GLR ESCs. Mean abundance ratios are indicated with dots, and error bars represent the s.d. calculated from three biological replicates. **e**, Bar plots of scaled H2AX pS139/pS140 abundance changes across human ESCs and gastruloid developmental stages. Mean abundance ratios are indicated with dots, and error bars represent the s.d. calculated from three biological replicates. **f**, Validation of the differential phosphorylation state of pS139/pS140 (red) in primed H9 (left) and RUES2-GLR (right) ESCs. The blue channel indicates DAPI. Scale bars, 25 µm. **g**, Heatmap depicting the *z*-scores of kinase–substrate enrichment analysis. **h**, Representative examples of temporal phosphosite dynamics in comparison to their respective proteins and cognate kinases. The colour scale indicates the abundance *z*-score. ECT2 T359 was correlated with PRKCI, and ZFP36L1 S92 was strongly correlated with both MAPKAPK2 and AKT1. **i**, Network of kinases (circles) connecting to their substrates (rectangles). Pairs are annotated from PhosphositePlus. Edge colours indicate correlated (blue) or anticorrelated (red) relationships (absolute *r*_Pearson_ ≥ 0.5) between kinase and substrate phosphosite nodes. **j**, Representative images of 120-h gastruloids cultured with DMSO (left) and the MAPKAPK2 inhibitor MK2in1 (right). Fluorescent images depict SOX2-mCitrine expression. BF, brightfield. Scale bars, 200 µm. **k**, Fraction of multi-axis gastruloids when treated with DMSO (control) and MK2in1 (MAPKAPK2 inhibitor). Fractions were calculated from 16 independent gastruloid observations for each condition. **l**,**m**, Boxplots depicting the differences in gastruloid area (**l**) and fraction of SOX2+ cells (**m**) when treated with DMSO (*n* = 9) and 10 μM MK2in1 (*n* = 15). Boxplots show the median (centre line), 25th–75th percentiles (box), 1.5× the interquartile range (line; end points signify maxima and minima). Significance was determined using a two-sided standard *t*-test. Source data

Based on the role of phosphosignalling in key developmental transcriptional programs, we mapped phosphosites on the pluripotency markers POU5F1, SOX2 and NANOG, curated from previous studies^40,41^ (Supplementary Table 11). Fourteen proteins were shared targets of POU5F1, SOX2 and NANOG and had phosphosites that exhibited temporal changes over the course of gastruloid development (Fig. 5c). For example, compared to naïve ESCs, DPPA4 phosphorylation (T215) was more abundant in primed ESCs; however, S570 and T514 on DPYSL2 tended to have more total phosphorylation in early and late gastruloids. DPPA4 is a known marker of pluripotency^94^, whereas DPYSL2 is associated with nervous system development^95^. TCF20, a transcriptional co-activator associated with neurodevelopmental disorders, displayed two distinct phosphosite patterns, with residues S1522 and S1671 peaking in primed ESCs and correlating with pluripotency factors NANOG, POU5F1 and SOX2, whereas S574 was most abundant in early and late gastruloids when pluripotency factor abundance was low (Fig. 5d).

Conserved human and mouse phosphosites, including those on DYPSL2 and DNMT3B, exhibited highly consistent profiles across gastruloid differentiation. Notably for DNMT3B, conserved S100 phosphorylation was in a region important for DNA binding^96,97^. Contrastingly, HSP90AB1 S255 and RPS6KB1 S447 displayed species-specific phosphosite dynamics (Extended Data Fig. 9f). Kinase–substrate analysis predicted temporally dependent MAPKAPK2 phosphorylation of ZFP36L1 at Ser92 and PRKCI phosphorylation of ECT2 Thr359 (Fig. 5g–i). ZFP36L1, a downstream target of NANOG, peaked in early gastruloids (Fig. 5h), with an inverse relationship to NANOG abundance. ZFP36L1 Ser92 phosphorylation was correlated with the predicted activity of MAPKAPK2 (Fig. 5g,h). ZFP36L1 Ser92 may play a role in stabilizing ZFP36L1 levels and is associated with the degradation of pluripotency factors^98,99^, and Ser92 phosphorylation correlated with MAPKAPK2 activity. Given the roles of ZFP36L1 in embryonic development^100^, we hypothesized that MAPKAPK2 may play functional roles in symmetry-breaking and body-axis formation. In the presence of its inhibitor, MK2in1 (Extended Data Fig. 9i), gastruloids failed to elongate and displayed multi-axis morphology with the majority of late gastruloid cells expressing SOX2 (Fig. 5j–m). The elevation of SOX2 levels began after 48 h (Extended Data Fig. 9i) and continued until the end of gastruloid induction. Thus, coupled with previous work^40,41^, phosphoproteome analyses identified potential routes of post-translational control of developmental chromatin regulators and TFs.

### Co-regulatory protein networks in gastruloids link shared phenotypes and developmental disorders

To investigate the temporal dynamics of proteins linked to developmental disorders, we intersected our dataset with the Gene Curation Coalition (GenCC)^101^ and Deciphering Developmental Disorders (DDD)^102^ databases. We quantified 1,980 proteins (27%) with at least one disease association in at least one of these databases (Fig. 6a and Supplementary Table 12). Anecdotally, genes linked to the same disease tended to be co-regulated across gastruloid development. For example, genes associated with Leigh Syndrome, a congenital early-onset neurological disorder associated with mitochondrial dysfunction, tended to be upregulated in primed ESCs, whereas genes linked with broad intellectual disability mostly showed increased abundance during the gastruloid stages (Fig. 6a). More broadly, proteins associated with the same GenCC disease class tended to be positively co-regulated (average *r*_Pearson_ = 0.46; Fig. 6b).

**Fig. 6:**
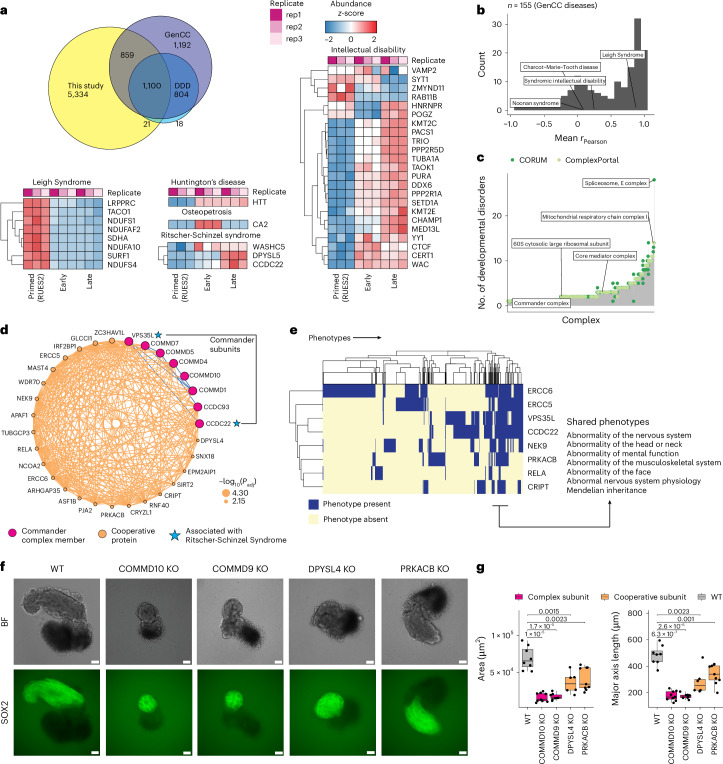
Co-regulatory networks of protein dynamics in gastruloids link to shared phenotypes and developmental disorders. **a**, Overlap of proteins detected across our dataset, GenCC and DDD. The heatmaps correspond to the temporal abundance changes of human proteins (rows) associated with a specific developmental disorder across human gastruloid development (columns). **b**, Distribution of mean Pearson correlation coefficients across GenCC disease sets. Only diseases with ≥2 genes are plotted. Mean *r*_Pearson_ was calculated by averaging Pearson correlation coefficients for detected pairs of proteins in our dataset. **c**, Histogram of the number of developmental disorders associated (*y* axis) with genes comprising protein complexes (*x* axis). Complexes were associated with an average of 2.95 ± 2.68 developmental diseases. **d**, Co-regulation network of Commander complex subunits. Size of orange nodes indicates the significance of cooperative association (−log_10_ of the adjusted *P* value; Fisher’s exact test; Methods). Proteins associated with developmental disorders (blue stars) were linked to the Commander complex co-regulation network. **e**, Heatmap depicting the extent of shared phenotypic overlap (columns) across genes (rows) in the Commander subnetwork. **f**, Representative images of WT (wild-type), COMMD10 KO, COMMD9 KO, DPYSL4 KO and PRKACB KO gastruloids. *n* = 48 gastruloids per genotype. Scale bars, 200 μm. **g**, Boxplots comparing the area and major axis length of wild-type versus genetically perturbed gastruloids. Significance was determined using a two-sided standard *t*-test (*n* ≥ 8 for each genetic knockout). Boxplots show the median (centre line), 25th–75th percentiles (box) and 1.5× the interquartile range (line; end points signify maxima and minima).

Mapping disease-associated genes onto known protein complexes can inform their molecular roles in developmental disorders. There were 461 developmental disease-associated genes contributing to 217 ComplexPortal and 631 CORUM complexes (Supplementary Table 12), with the spliceosome E complex and mitochondrial respiratory Complex I associated with the most developmental disorders (Fig. 6c). Leveraging our co-regulatory analysis heuristic (Fig. 3a and Extended Data Fig. 6j) and protein interaction data from BioPlex and BioGrid, we identified 232 and 180 edges linking cooperative disease proteins to CORUM and ComplexPortal complexes, respectively (Extended Data Fig. 10a). Thus, functional proteomics can assign molecular functions for disease-associated genes, and nominate candidates in developmental contexts^103,104^. We illustrate this with examples involving Leigh Syndrome and Ritscher–Schinzel Syndrome.

Leigh syndrome is an early-onset mitochondrial neurometabolic disorder impacting the central nervous system^105^. Protein levels of 51 Leigh Syndrome-associated genes detected in our data were highly correlated with one another (Fig. 6b; mean *r*_Pearson_ = 0.87). In our co-regulation network, they clustered with genes associated with central metabolism (for example, Complex I, ATP synthase) and were significantly enriched in an oxidative phosphorylation subnetwork (*P* < 9.6 × 10^−15^, Fisher’s exact test, Extended Data Fig. 10b).

Ritscher–Schinzel syndrome is a developmental disorder characterized by abnormal craniofacial, cerebellar and cardiovascular malformations, classically associated with WASHC5 and CCDC22, and more recently with VPS35L and DPYSL5^106–111^. These four proteins were positively correlated (mean *r*_Pearson_ = 0.78), with CCDC22 and VPS35L, clustering within a co-regulation network involving the Commander complex (Fig. 6c)^112^, which is involved in the endosomal recycling of proteins^113^. Perturbations of Commander subunits COMMD9 and COMMD10 in mice have been previously linked to severe developmental defects and embryonic lethality^114,115^. Although all 16 Commander subunits were detected (Extended Data Fig. 10c), our co-regulation network contained eight subunits and 23 cooperative proteins (Fig. 6d).

Of the 31 proteins in the Commander co-regulatory network, seven had GenCC disease associations. We hypothesized that cooperative disease-associated proteins in the Commander network would share similar phenotypic features. Using gene–phenotype associations in the Monarch database^116^, eight proteins in the Commander co-regulatory network had associations that clustered into shared sub-phenotypes (Fig. 6f). Unsurprisingly, the Ritscher–Schinzel syndrome genes *CCDC22* and *VPS35L* shared highly similar phenotypes. Broadly, Commander co-regulatory proteins exhibited overlapping phenotypic characteristics, including abnormalities of the nervous system, musculoskeletal system and in mental function (Fig. 6f).

Based on the Commander co-regulatory network, we perturbed two Commander subunits (COMMD9, COMMD10) and two co-regulatory proteins (DPYSL4, PRKACB) in human ESCs, and generated gastruloids from them. COMMD9 and COMMD10 knockouts failed to elongate with gastruloid induction, resulting in abnormal neural-tube morphology. DPYSL4 knockouts phenocopied these defects (Fig. 6f). Perturbation of PRKACB also resulted in gastruloids with reduced areas, although the reduction in major axis length was less pronounced. Across knockouts, gastruloids had reduced areas and a pronounced reduction in major axis lengths (Fig. 6g and Extended Data Fig. 10d).

## Discussion

We have described an integrated proteomic, transcriptomic and phosphoproteomic resource profiling both mouse and human gastruloids, an increasingly widely used model of early mammalian development. Although the numbers of in vitro models of embryogenesis continue to expand and are increasingly characterized with single-cell genomics, only recently have they been phenotyped at the protein level. For example, a recent study applied mass spectrometry to map temporal protein dynamics across stages of mouse gastruloid development, yielding insights into germ-layer proteomes and phosphorylation states^42^. However, this study was restricted to conventional mouse gastruloids. Here, we have extended multi-omic approaches to a human model of gastrulation to enable cross-species comparisons and explore additional developmental states spanning pre- and post-implantation to gain a more comprehensive view of gastrulation.

Metabolically, TCA-cycle proteins tended to be upregulated in primed human ESCs relative to late gastruloids, whereas glycolytic proteins showed the opposite trend, consistent with previous studies demonstrating the metabolic shift to glycolysis in post-implantation embryos^117,118^. Notably, while transcriptomic studies suggest a bivalent metabolic state in epiblast cells^118^, primed RUES2-GLR cells had elevated oxidative phosphorylation protein levels compared to both late gastruloids and primed H9 cells. However, oxidative phosphorylation was downregulated in gastruloids from both cell lines, suggesting that metabolic shifts underlie early gastruloid development. The elevated levels of glycolysis at later gastruloid stages are consistent with previous studies linking glycolysis to somite formation, occurring in human RA-gastruloids from 96 to 120 h post induction^119–121^. Future profiling of neural or somite organoids may reveal how metabolic states shape or are shaped by differentiation.

Our data enabled comparison of protein dynamics and conservation across human and mouse gastruloid development. Although late gastruloids were modestly correlated across species, key developmental markers displayed conserved patterns of expression. Pluripotency markers (POU5F1, NANOG, CDH1) were decreased in late gastruloids relative to their stem-cell progenitors. Conversely, ZEB2 (epithelial–mesenchymal transition^122^), SOX9 (neural crest), CDX2 (caudal axial stem cells) and MEIS1 (cardiomyocytes) all increased. Conserved upregulated processes include cell differentiation, organ morphogenesis and heart/muscle development, while conserved downregulated processes include amino-acid metabolism and transport. This conservation was evident despite substantial protocol differences (for example, starting cell number, induction timing), suggesting that these are robustly conserved features.

Surprisingly, primed RUES2-GLR proteomes were most similar to early mouse gastruloids, driven by mitochondrial protein upregulation and suggesting RUES2-GLR cells may already be primed towards gastrulation at the protein level. This highlights potential species-specific differences in staging. So, although our study is a starting point for cross-species comparisons, more work is needed to understand the extent of cell line-specific and species-specific differences, that is, through more continuous temporal sampling and computational staging between species^10^.

In gastruloids, we observe moderate correlation between transcript and protein abundances, with a clear discordance in mitochondrial oxidative phosphorylation genes but not for WNT signalling and steroid biosynthesis. Our findings align with studies mapping RNA–protein relationships in developmental contexts^16,19–23^ and highlight the need to study multiple biomolecular layers—for example, the transcriptome, proteome and their interactions—during development. The discordance of oxidative phosphorylation genes in both human and mouse gastruloid development suggests that post-transcriptional regulation of metabolic machinery is evolutionarily conserved during early lineage specification, and the heightened discordance at the earliest stages points to a developmental window of active proteome remodelling during cell fate transitions. Applying ribosome profiling^123^ could disentangle translational control from protein turnover as a driver of these discordances, and matched single-cell proteomics and transcriptomics^124^ would enable cell-type resolution of these effects.

Using phosphoproteomics, we have identified MAPKAPK2 as a regulator of human gastruloid development, a role not previously characterized outside of cancer and stress response contexts. Our results implicate this kinase in symmetry-breaking and pluripotency exit during human gastrulation, and highlight how phosphoproteomics data can reveal post-translational regulators of early human development that are invisible to transcriptomic approaches alone.

We mapped the co-regulation of hundreds of protein complexes and pathways during gastruloid development. From co-regulatory networks, we identified cooperative proteins associating with complexes, suggesting developmental roles in gastrulation, including chromatin remodellers (SWI/SNFs), histone methyltransferases (SIN3A/SIN3B), and acetyltransferases (HBO complexes). Our work highlights co-regulatory networks as hypothesis generators for understudied genes, particularly those related to disease. Focusing on the Commander complex (linked to Ritscher–Schinzel syndrome^125,126^), perturbations to co-regulated proteins DPYSL4 (associated with neurite initiation and dendrite growth of hippocampal neurons^127,128^) and PRKACB (associated with neural-tube defects^129^) produced similar morphological phenotypes as Commander subunit knockouts. These results support network-based predictions as powerful starting points for understanding gene function in gastrulation. More broadly, this study offers scalable, protein-focused approaches extending beyond nucleic acid-centric assays to phenotype gastruloids and other embryo models^5^.

Although our work offers insight into gastruloid development, several limitations merit emphasis. First, finer temporal sampling would enhance the resolution of the developmental dynamics. Second, although we quantified ~7,500 human and ~8,700 mouse proteins—a substantial portion of the observable proteome^130^—targeted workflows could improve coverage of low-abundance developmental proteins. Third, bulk measurements lack cell-type resolution, which might benefit from characterization with fluorescence activated cell sorting^42^ or single-cell proteomics. Fourth, although co-regulatory protein networks provide strong starting points for inferring gene function in development, they are correlative. Integrating structural modelling and interactome mapping would improve hypotheses for validation. Fifth, the absence of standardized mammalian gastruloid techniques makes it difficult to distinguish species-specific variation from protocol-specific variation. Profiling of gastruloids under different conditions (for example, varying starting cell numbers^131,132^) and benchmarking against in vivo models may be necessary to identify the effects of protocol variation and establish the physiological importance of gastruloid-derived proteomic signatures. Species comparisons would further benefit from harmonization of mouse and human protocols.

Finally, gastruloids remain imperfect surrogates for embryogenesis, and future multi-omic studies will be needed to advance these models to better understand embryonic development.

## Methods

### Ethics statement

All research conducted in this work, including the induction and cellular and/or molecular analysis of both mouse gastruloids and human RA-gastruloids, was reviewed and approved by Embryonic Stem Cell Research Oversight of the University of Washington (E0047-001). This work was performed in compliance with the principles laid out in the International Society for Stem Cell Research Guidelines for Stem Cell Research and Clinical Applications of Stem Cells^133^. No experiments involving human embryos and gametes were performed in this study. Both human and mouse gastruloids were cultured for no longer than five days after induction.

### Mouse cell lines

The E14Tg2a cell line was obtained from C. Schroeter (Max Planck Institute).

### Mouse naïve ESC culture

Mouse naïve ESCs were maintained in 2iLif medium^85^ containing 3 µM CHIR99021 (Millipore Sigma, SML1046), 1 µM PD0325901 (Stemcell Technologies, 72184) and 1,000-U-ml^−1^ LIF (Millipore, ESG1107) and passaged with TrypLE (Thermo, 12604021) every other day onto new wells, which were coated with 0.01% poly-L-ornithine (Millipore Sigma, P3655-10MG) and 300-ng-ml^−1^ laminin (Corning, 354232).

### Mouse EpiLC differentiation

Mouse EpiLC differentiation was performed as previously described^134^. Briefly, 1 × 10^5^ mouse naïve ESCs were seeded onto a well on a 12-well plate, which was coated with human plasma fibronectin (Thermo, 33016015) in EpiLC differentiation medium (N2B27 + 20-ng-ml^−1^ ActivinA + 12-ng-ml^−1^ bFGF + 1% KnockOut serum replacement (KSR)). The medium was changed a day after seeding. Day-2 EpiLCs were dissociated with TrypLE (Thermo, 12604021) and sampled.

### Mouse gastruloid induction

Mouse gastruloid induction was performed as previously described^9^. Briefly, mESCs cultured in 2iLiF medium were dissociated with TrypLE, and 300 cells were seeded into U-bottomed, non-adherent 96-well plates in N2B27 medium and kept for 48 h at 37 °C in a 5% CO_2_ incubator. After 48 h, 150 µl of N2B27 containing 3 µM CHIR99021 was added to each well. At 72 and 96 h, 150 µl of medium was replaced with fresh N2B27 medium lacking CHIR99021. Mouse gastruloids were sampled at 72 and 144 h after induction.

### Human cell lines

Pluripotent stem cell lines, hESCs (RUES2-GLR), were gifted by A. Brivanlou (Rockefeller University). Chemically reset (cR) H9 naïve and primed cells were kindly gifted by A. Smith (University of Exeter).

### Human naïve ESC culture

Chemically reset (cR) H9 naïve hESCs were propagated in N2B27 with PXGL (P-1mM PD0325901, 2 mM X- XAV939, G- 2 mM Gö 6983 and L- 10-ng-ml^−1^ L-human LIF) on irradiated mouse embryonic fibroblast (MEF) feeders as described previously^33,135,136^. Y-27632 and Geltrex (0.5 ml per cm^2^ of surface area; Thermo Fisher Scientific, A1413302) were added during re-plating. To remove MEF cells, cells were passaged on Geltrex-coated wells at 1 μl cm^−2^ and were repeatedly passaged by dissociation with Accutase (Biolegend, 423201) every 3–5 days for five successive passages.

### Human primed ESC culture

Human primed ESCs were cultured in StemFlex (Thermo, A3349401) on Geltrex (Thermo, A1413201) and were routinely passaged using StemPro Accutase (Thermo, A1110501) to new Geltrex-coated wells, as recommended by the manufacturer. For the first 24 h after passaging, hESCs were cultured in StemFlex with 10 μΜ Rho Kinase inhibitor Y-27632 (Sellek, S1049) to prevent apoptosis.

### Human RA-gastruloid induction

Human RA-gastruloids were induced as described previously^10^. Briefly, ~2 × 10^4^ hESCs were plated onto a single well of a vitronectin-coated 12-well dish (Gibco, A14700) in Nutristem hPSC XF medium (Biological Industries, 05-100-1 A) in the presence of 10 µM Y-27632. After 24 h, the medium was replaced with NutriStem containing 5 µM Y-27632. At 48 h the medium was replaced with Nutristem containing 4 µM CHIR (Millipore, SML1046). At 72 h, the medium was replaced with NutriStem containing 4 µM CHIR and 500 nM RA (Millipore Sigma, R2625). Pre-treated cells were detached using StemPro Accutase, dissociated into a single-cells suspension, then 4,000 cells were inserted per well of a U-bottom-shaped 96-well plate with 50 µl of Essential 6 medium (Thermo, A1516401) containing 1 µM CHIR and 5 µM Y-27632. At 24 h, 150 µl of Essential 6 medium was added to each well. At 48 h, 150 µl of the medium was removed with a multichannel pipette, and 150 µl of Essential 6 medium containing 5% Matrigel and 100 nM RA was added and maintained at 37 °C and 5% CO_2_ until 120 h. Human gastruloids were sampled at 24 and 120 h after induction.

### Perturbation experiments

#### Genetic perturbations in ESCs

Genetic perturbations in RUES2-GLR ESCs were performed as previously described using CRISPR-Cas9 RNA–protein complexes^10^. In brief, equal molar amounts of crRNA and tracrRNA (IDT; Supplementary Table. 13) were hybridized by heating at 95 °C for 5 min in a thermal cycler and cooling to room temperature for 10–20 min. AltR-Cas9 protein (IDT, 1081058) was added to the hybridized crRNA–tracrRNA mixture to assemble Cas9 ribonucleoproteins.

RUES2-GLR ESCs were dissociated with StemPro Accutase, the activity of which was quenched with DMEM-F12 nutrient mix supplemented with 10 mM Y-276322. For each perturbation, 200,000 cells were collected by centrifugation at 250*g* for 5 min. Cells were resuspended in 20 µl of nucleofection buffer (16.4 µl Nucleofector solution + 3.6 µl supplement) provided in the P3 Primary Cell 4D-Nucleofector X kit S (Lonza, V4XP-3032). Ribonucleoproteins (3 µl) and 0.5 µl of AltR-Cas9 electroporation enhancer (IDT, 1075915) were added to cells before transferring them into 16-well Nucleocuvette strips and electroporated with the CA-137 nucleofection program. The nucleofected cells were transferred to a 12-well plate that contained NutriStem or StemFlex with 10 mM Y-27632 and, after 24 h, the medium was replaced with NutriStem without Y-27632. Cells were maintained until they reached 50–70% confluence. The electroporated cells were then transferred onto 0.5-μg-cm^−2^ vitronectin-coated 12-well plates before proceeding with RA-gastruloid induction steps as described above.

#### Chemical perturbations in gastruloids

Stocks (10 mM) were prepared by resuspending MK2in1 (HY-12834, MedChemExpress) in dimethyl sulfoxide (DMSO). MAPKAPK2 perturbations were performed by inducing RA-gastruloids in the presence of 10 μM MK2in1 added on day 0 and replenished on day 2.

### Immunostaining of ESCs and gastruloids

The ESCs were fixed and stained as described previously. Briefly, ESCs were cultured on Matrigel with StemFlex or mTeSR+ in glass-bottomed 12-well plates (Cellvis, P12-1.5H-N). The cells were washed three times with phosphate-buffered saline (PBS) before a 30-min fixation in 4% paraformaldehyde. The cells were then washed three times with PBS before permeabilizing with 0.1% Triton X-100 (in PBS) for 30 min, then they were stained with primary antibodies diluted to the recommended working concentrations in Cell Painting Buffer^138^ (1× Hanks’ balanced salt solution, 1% bovine serum albumin and 0.01% sodium azide) with 0.75% Triton-X-100 for 1 h while shaking. The cells were then washed three times in PBS with Tween 20 (PBST; 0.2% Tween-20) and stained with secondary antibodies (diluted 1:500 or 1:1,000 in Cell Painting Buffer) for 1 h while shaking in the dark. The cells were washed three times with PBST and kept in the dark after staining. Cells were imaged in UltraPure saline sodium citrate (SSC) (Thermo Fisher Scientific, 15557044).

Gastruloids were fixed and stained as previously described^10^. Briefly, the gastruloids were fixed overnight in 4% paraformaldehyde at 4 °C. The following day, they were washed three times for 1 h each with PBST and incubated in blocking buffer (PBS containing 0.1% bovine serum albumin and 0.3% Triton X-100) overnight at 4 °C. Primary antibodies were then applied, diluted in blocking buffer to working concentrations as per the manufacturer’s recommendations, and incubated overnight at 4 °C. Stained gastruloids were washed with washing buffer (PBS containing 0.3% Triton X-100), stained with secondary antibodies (diluted either 1:500 or 1:1,000 in blocking buffer) and 4′,6-diamidino-2-phenylindole (DAPI; diluted 1:1,000) overnight at 4 °C in the dark. The following day, the gastruloids were washed in blocking buffer and mounted in SlowFade gold antifade mountant (S36936, Thermo Fisher Scientific). The antibodies used in this study are listed in Supplementary Table 14. All samples were analysed with a Nikon Eclipse Ti2 confocal microscope (Supplementary Table 15) and analysed using Fiji^139^ and the Python sci-kit-image^140^. When comparing pixel intensities across images, we normalized fluorescence intensities (for example, antibody) to that of DAPI (defined as normalized fluorescence).

### RNA-seq analysis

#### Sample preparation

Each stage consisted of two biological replicates collected within the same experimental batch to minimize batch effects. Approximately 0.5 million cells per replicate were collected across mouse and human cells across the four gastruloid developmental stages. DNA and RNA from each sample were isolated using the Qiagen AllPrep DNA/RNA kit (Qiagen, 80204). Approximately 500 ng of total RNA was used as input for library preparation. mRNAs were isolated using the NEBNext Poly(a) mRNA magnetic isolation module (NEB, E7490) and prepared for sequencing using the NEBNext UltraII RNA Library Prep Kit for Illumina (NEB, E7770).

#### Sequencing and data analysis

Concentrations of cDNA libraries across all samples were estimated using a Qubit system (Invitrogen) and/or visualized by a TapeStation (Agilent) to ensure standard ranges for library sizes. All libraries were dual-indexed with eight nucleotide indexes using NEBNext Multiplex Oligos for Illumina (Index Primers Set 1) and were sequenced on NextSeq 2000 (Illumina) either by the 2x150-bp or 2x50-bp configuration.

Basecall files were converted to fastq formats using bcl2fastq (Illumina) and demultiplexed on the i5 and i7 indexes. FastQC was performed to estimate the quality of the reads. Adapter trimming and filtering for low-quality reads was performed using Trimmomatic v0.39^141^, either in paired-end or single-end mode, trimming low-quality reads (<2) at the ends and applying a four-base sliding window across reads, retaining those with average quality above 15. Depending on the species, trimmed reads were then aligned using STAR^142^ to either the human GRCh38 or mouse GRCm39 reference assemblies. Human samples had an average unique mapping rate of 85.1%, while those of the mouse samples were 73.13%. Finally, count matrices for each species were generated with the bam files using FeatureCounts with default parameters.

### Mass spectrometry data collection

#### Sample preparation

For each stage analysed, we collected 1–2.5 million cells per replicate across four gastruloid developmental stages. To mitigate batch effects, all replicates from each developmental time point were collected together within the same batch. Stem cells across each stage were collected from culture plates by enzymatic dissociation using Accutase (StemCell Technologies, 07920). As each gastruloid was cultured in a single well of a 96-well U-bottomed plate, gastruloids were first pooled together to reach the 2.5 million cell number and gently centrifuged at 500*g* for 5 min to remove growth media followed by Accutase treatment to dissociate the gastruloids. Once dissociated, Accutase treatment for both gastruloid and stem-cell samples was quenched by addition of a wash buffer consisting of either StemFlex or mTeSR+ along with rock inhibitor (Y-27632). Finally the cells were washed twice with PBS to remove cell debris, lysed cells and Matrigel from the samples. The samples were finally stored at −80 °C after aspirating the PBS, before proceeding to protein isolation.

Cell pellets were thawed on ice and resuspended in lysis buffer (8 M urea, 250 mM 4-(2-hydroxyethyl)piperazine-1-propanesulfonic acid (EPPS) pH 8.5, 50 mM NaCl, Roche protease inhibitor cocktail, Roche PhosSTOP). The cell pellets were homogenized using a 21-G needle to syringe pump lysate. Lysates were cleared by centrifugation at 21,130*g* at 4 °C for 30 min. Supernatants were placed in clean microcentrifuge tubes and a BCA assay (Pierce) was performed to determine protein concentrations. Lysate containing 25 μg of protein material for biological triplicates at each point of gastrulation were reduced and alkylated with 5 mM dithiothreitol (DTT) for 30 min at room temperature and 20 mM iodoacetamide (IAA) for 1 h in the dark at room temperature. The IAA reaction was then quenched with 15 mM DTT. Single-pot solid-phase sample preparation (SP3)^143^ using Sera-Mag SpeedBeads was performed to desalt the reduced and alkylated samples. An on-bead protein digestion was performed by adding LysC at a 1:100 ratio (protease:protein) overnight (16–24 h) on a thermocycler at room temperature, then adding trypsin at a 1:100 ratio for 6 h at 37 °C at 900 r.p.m. TMTpro was used to label each sample at a 2.5:1 ratio of TMTpro reagents to the peptide mixtures for each sample. Samples were left at room temperature for 1 h for TMTpro labelling, and the labelling efficiency was verified to be >99% for lysines and >97% for N termini. The labelling reaction was quenched with 5% hydroxylamine diluted to a concentration of 0.3% for 15 min at room temperature. Samples were then placed on a magnetic rack to aggregate SP3 beads, and labelled peptide supernatants from each sample were pooled. The pooled sample was then partially dried down using a speed-vac instrument, and 10% formic acid was added to bring the pH of the pooled sample to below 3 for desalting. The pooled sample was desalted using a Sep-Pak C18 cartridge (Waters), then dried completely.

#### Phosphoproteomics sample preparation

The pooled sample was resuspended in 94 μl of 80% acetonitrile and 0.1% trifluoroacetic acid for Fe^3+^-nitrilotriacetic acid (NTA) magnetic bead phosphopeptide enrichment^144^. Next, 100 μl of 75% acetonitrile/10% formic acid was added to a clean microcentrifuge tube, and the Fe^3+^-NTA magnetic beads were washed twice with 1 ml of 80% acetonitrile and 0.1% trifluoroacetic acid and the supernatant removed. After the final wash, the peptides, in 94 μl of 80% acetonitrile and 0.1% trifluoroacetic acid, were added to the tube with the washed beads. The sample was vortexed and incubated for 30 min on a thermoshaker (250 r.p.m., 25 °C). After the incubation period, the sample was washed three times with 200 μl of 80% acetonitrile and 0.1% trifluoroacetic acid, and all flowthrough was saved in a clean microcentrifuge tube, as it contains non-phosphorylated peptides. We then added 100 μl of 50% acetonitrile and 2.5% NH_4_OH to elute phosphorylated peptides from the magnetic beads, then the sample was transferred to a tube with 100 μl of 75% acetonitrile and 10% formic acid. The phosphopeptide-enriched sample was dried immediately using a speed-vac and resuspended in 100 μl of 5% formic acid. A C18 stage tip was used to desalt the phosphopeptide-enriched sample. The sample was transferred to a mass spectrometry (MS) insert vial, which was placed within a microcentrifuge tube. The sample was placed in a freezer at −80 °C for 30 min, then dried completely in a speed-vac. The sample was resuspended in 10 μl of 2% formic acid and 5% acetonitrile within the MS insert vial.

#### Total proteomics sample preparation

The saved flowthrough was dried using the speed-vac, resuspended in 500 μl of 5% formic acid, then a Sep-Pak C18 cartridge (Waters) was used to desalt the sample. The flowthrough sample was dried completely in the speed-vac after desalting. The flowthrough sample was resuspended and neutralized in 1 ml of 10 mM ammonium bicarbonate/90% acetonitrile and again dried completely in the speed-vac. It was then resuspended in 115 μl of 10 mM ammonium bicarbonate and 5% acetonitrile, then 110 μl were transferred to a sample vial. High-pH reverse-phase high-performance liquid chromatography (HPLC) fractionation was performed on the flowthrough sample using an Agilent 1200 HPLC system. After HPLC fractionation^145^, the fractions were dried in the speed-vac, resuspended in 100 μl of 5% formic acid, and cleaned using a C18 stage tip. Eluate from each stage-tipped fraction was placed in an MS insert vial and dried in vial. Fractions were then resuspended in 5 μl of 2% formic acid/5% acetonitrile within the MS insert vial.

### Mass spectrometry data acquisition

#### Proteomics

All analyses were performed using an Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher Scientific), in-line with an Easy-nLC 1200 autosampler (Thermo Fisher Scientific). The peptides underwent separation using a 15-cm-long C18 column with 75-μm inner diameter, with a particle size of 1.7 μm (IonOpticks). Each fraction collected from the off-line fractionation was analysed using a 90-min gradient of 2% to 26% acetonitrile in 0.125% formic acid with a flow rate of 500 nl min^−1^. The MS1 resolution was set to 120,000 with a scan range of 400–2,000 *m*/*z*, a normalized automatic gain control (AGC) target of 200%, and a maximum injection time of 50 ms. The field asymmetric waveform ion mobility spectrometry (FAIMS) voltage was cycled through activation at constant compensation voltages (CVs) of −40 V, −60 V and −80 V. MS2 scans were collected with an AGC target of 200%, maximum injection time of 50 ms, isolation window of 0.5 *m*/*z*, collision-induced dissociation (CID) collision energy of 35% (10-ms activation time), and ‘rapid’ scan rate. SPS-MS3^137^ scans were triggered based on the real-time search (RTS) filter^36^. Briefly, RTS was run by searching species-specific UniProt protein databases (downloaded April 2023) for mouse (taxid: 10090) and human (taxid: 9606) with static modifications for carbamidomethylation (57.0215) on cysteines and TMTpro acylation (304.2071) on peptide N termini and lysines, variable modification of oxidation (15.9949) on methionines, one missed cleavage, and a maximum of three variable modifications per peptide. Scan parameters of the SPS-MS3 were set to collect data on 10 SPS ions at a resolution of 50,000, AGC target of 400%, maximum injection time of 150 ms, and a higher-energy collisional dissociation (HCD) normalized collision energy of 45%.

#### Phosphoproteomics

Duplicate injections (4 μl) were analysed on an Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher Scientific) along with an Easy-nLC 1200 autosampler (Thermo Fisher Scientific). The peptides underwent separation using a 15-cm-long C18 column with a 75-μm inner diameter, with a particle size of 1.7 μm (IonOpticks). Each fraction was analysed using a 90-min gradient of 2% to 26% acetonitrile in 0.125% formic acid, with a flow rate of 400 nl min^−1^. The MS1 scan resolution was set to 120,000 with a scan range of 400–1,800 *m*/*z*, a normalized AGC target of 200%, and a maximum injection time of 50 ms. The FAIMS voltage was cycled between compensation voltages of −40 V, −60 V and −80 V. MS2 scans were collected with an AGC target of 250%, maximum injection time of 35 ms, isolation window of 0.5 *m*/*z*, CID-multistage activation (MSA) collision energy of 35% (10-ms activation time), with additional activation of the neutral loss mass of n-97.9763, and the ‘rapid’ scan rate. For SPS-MS3 scans^137^ a resolution of 50,000, AGC target of 300%, maximum injection time of 86 ms and HCD normalized collision energy of 45% were applied.

### Proteomic and phosphoproteomic data analysis

All supporting scripts have been generated using standard open-source software, packages and code, and are available from https://github.com/bbi-lab/Temporal-Gastrulomics. All processed data are available through the web application at https://gastruloid.brotmanbaty.org/.

#### Peptide spectral matching

Raw files were searched against the relevant annotated proteome from UniProt (Human, October 2020; Mouse, March 2021). Sequences of common contaminant proteins and decoy proteins were added to the UniProt FASTA file to also be searched. The Comet search algorithm^146^ was used to match peptides to spectra with the following parameters: 20-ppm precursor tolerance, fragment_tolerance of 1.005, tandem mass tag (TMTpro) labels (304.207145) on peptide N termini and lysine residues, alkylation of cysteine residues (57.0214637236) as static modifications, and methionine oxidation (15.9949146221) as a variable modification. Phosphoproteomics runs were also searched for phosphorylation as a variable modification on serine, threonine and tyrosine residues (79.9663304104). Peptide-spectrum matches were filtered to a 1% FDR using a linear discriminant analysis^36^. Proteins were filtered to a FDR of 1% using the rules of protein parsimony and the protein picker methods^147^. For quantitation, Peptide-spectrum matches were required to have a summed TMTpro reporter ion signal-to-noise ration of ≥100 (ref. ^137^).

#### Differential protein expression analysis

DAPs between developmental gastruloid stages were identified as follows. For each protein, we calculated the log_2_ ratios of mean abundance across two given timepoints and computed their *P* values using a two-sided standard *t*-test. We corrected for multiple hypothesis testing by adjusting the *P* values using the Benjamini–Hochberg (BH) procedure. We classified proteins as DAPs if they had an absolute fold change of greater than 2 and BH-adjusted *P* value of <0.05 between two given timepoints.

#### Protein module analysis

All quantified proteins were mapped onto known TFs (curated from the Transcription Factor Database^148^), protein complexes (curated from CORUM^65^ and EMBL ComplexPortal^66^), biochemical pathways (curated from BioCarta^60^, KEGG^61^, PID^63^, Reactome^62^ and WikiPathways^59^), subcellular localization (curated from Human Protein Atlas^30,149^) and Gene Ontology (GO) terms^45^. For biochemical pathways and complexes, we filtered module sets to those where we detected more than two members. With respect to subcellular locations, if a protein in the Human Protein Atlas was listed as localized to multiple regions in its main subcellular location, we considered each location as unique. We avoided searching our data against overly broad descriptions of GO terms by filtering for terms containing fewer than or equal to 150 genes and greater than two members detected in our data. All mappings were based on UniProt annotations^72,150^ unless otherwise stated.

#### Correlation network construction and network analysis

We first intersected the human and mouse protein datasets and used 6,261 proteins that were observed across the shared timepoints within a cell line, that is, primed ESCs, early and late gastruloids. We normalized each protein’s abundance in a given replicate to its respective species geometric mean and log_2_-transformed values for subsequent analysis, unless otherwise stated. To construct our correlation network, we first calculated the Pearson correlation coefficients (*r*_Pearson_) across all 19,596,930 possible pairs of proteins. As we had already calculated *r*_Pearson_ across all possible pairs of proteins, we permuted sample labels across our dataset to generate the null distribution of correlation coefficients. Given the relatively lower number of timepoints sampled and the strong bimodal distribution of Pearson correlation coefficients, we stringently filtered the network edges with BH-adjusted *P* < 0.01 and absolute *r*_Pearson_ ≥ 0.95. This step filtered the network down to 489,417 (301,561 correlated and 187,856 anticorrelated) pairs, but was strongly enriched for protein–protein interactions, macromolecular complexes and biochemical pathways, and was used for subsequent network analysis.

#### Edge annotation in the correlation network

We considered seven major annotations as literature evidence for any given edge: (1) protein–protein interaction, (2) belonging to the same protein complex or (3) biochemical pathway, (4) GO biological process, (5) GO molecular function, (6) GO cellular component or (7) subcellular location. Protein complex annotations were obtained from CORUM^65^ (downloaded 12 September 2022) and ComplexPortal^66^ (downloaded 7 January 2024). Annotated gene sets for pathways^59–63^ and GO^45^ were downloaded from the Molecular Signatures Database^151^. Protein localization annotations were curated from the Human Protein Atlas^30,149^. Networks were illustrated using the igraph R package or Cytoscape^152^.

#### Bioinformatic identification of cooperative protein interactions

We searched all nodes in our correlation network against known complexes and pathways that consisted of at least three subunits. We adapted a previously described approach^64^ and used Fisher’s exact test to compute statistical enrichment of cooperative complexes with established modules. For each protein complex or pathway module, we tested its neighbouring proteins (first-degree edges) for significant association with a particular module, and termed those ‘cooperative proteins’. For each protein tested, we first counted the number of edges that it shared with the established module, then we counted the number of edges that linked the module to other proteins (excluding the candidate protein) in the network. We next counted the number of edges the candidate protein had to the rest of the correlation network (that is, excluding the module of interest). Finally, we counted the number of edges that were not associated with the candidate protein nor the module of interest. These edge counts were used to compute statistical significance using Fisher’s exact test. We independently repeated this test for all 6,261 proteins against 1,357 known protein complexes and select metabolic pathways. The *P* values obtained were adjusted for multiple hypothesis testing using the BH procedure, and only cooperative proteins with adjusted *P* values of <0.05 were considered significant.

#### Comparison of RNA and protein abundance analysis

Global RNA–protein correlations were calculated using all nine observations of transcripts and proteins across mouse and human gastruloid development. To ensure stringent analysis, we filtered for genes detected in both species for downstream analysis. Pseudocounts of 1 were added to filtered count matrices and were converted to transcripts per million. Mean transcript and protein abundances were converted to log_2_(fold change) ratios to their respective species geometric mean. For every gene, we calculated the per-gene RNA–protein correlation (*r*_Pearson_) using a vector of abundances across nine samples. GO-term enrichment of biological processes in correlated and anticorrelated genes was performed using ClusterProfiler^153^. We intersected the 6,010 genes detected across both datasets with the Human Protein Atlas^30^ for subcellular locations, CORUM^65^ and ComplexPortal^66^ for protein complexes, and KEGG for biochemical pathways^61^. To measure the extent of correlation of transcripts and RNAs within the mouse timepoints, we calculated the ratio of protein to RNA mean fold changes across each timepoint. In summary, a discordance of 0 implied that the protein and RNAs were highly correlated, and discordance less than 0 implied that the RNAs were more abundant than protein levels and vice versa. Discordance scores for protein complexes were calculated by taking the median protein–RNA correlation across constituent members. To prevent averaging pairs of proteins, we only considered complexes where more than two proteins were detected in our data. Transcriptional signatures of stage-specific mouse TFs were detected as follows. First, we calculated the Pearson correlation comparing TF protein abundances to all observed transcripts. We subset the resulting correlation matrix to identify protein–transcript pairs with high correlation (*r*_Pearson_ ≥ 0.9) and used TFLink^82^ to select only transcripts that were annotated as targets of specific TFs. We confirmed that identified TF targets displayed similar temporal regulation to their upstream TF by comparing target transcript abundance at each stage to determine the maximum transcript abundance.

#### Phosphoprotein and kinase analysis

For differential expression testing and analysis, in every pairwise comparison, log_2_ ratios for all quantified phosphosites were calculated following subtraction of the log_2_ ratios of the corresponding proteins to identify protein-independent phosphorylation changes. Kinase–substrate pairs were curated from PhosphositePlus^89^. Human kinases were annotated using KinMap^154^. For kinase substrate prediction and enrichment analysis, for each phosphosite, we first calculated the log_2_(fold change) ratio to the row mean (across all samples), subtracted the corresponding protein log_2_(fold change) ratios, and used that as input into the KSEA app^88^ with a minimum substrate cutoff of ≥2 to calculate *z*-scores for the kinases. Kinase–substrate pairs with absolute *r*_Pearson_ ≥ 0.5 were visualized as a network using Cytoscape^152^.

#### Statistics and reproducibility

No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous work^42^. No experimental data were excluded from the analyses. Sequencing and spectrometry data exclusion criteria are outlined in the Methods, including filtering out the substandard reads and spectra, following general practices in genomics and proteomics. Human RA-gastruloids and mouse conventional gastruloids used in the experiments were randomly selected from each timepoint before sample preparation. The investigators were not blinded to allocation during experiments and outcome assessment.

### Use of AI-based tools

We disclose that manuscript refinement and proofreading were supported by the AI-based tools Claude (Opus 4.6 and Sonnet 4.6) and ChatGPT (GPT-4o and GPT-4.5). AI-based tools were not used for conceptual development, initial manuscript drafting or building figures.

### Reporting Summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this Article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-026-01937-5.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 Temporal abundance matrices of mouse and human proteins profiled.

Supplementary Table 2 Protein clustering statistics and GO term enrichments for temporal mouse and human gastruloid timecourses.

Supplementary Table 3 Edges of correlation network.

Supplementary Table 4 Edge annotation statistics of protein correlation network.

Supplementary Table 5 Co-operative proteins observed across CORUM and EMBL_Complexome complexes.

Supplementary Table 6 Jaccard index matrix of shared cooperative proteins across complexes.

Supplementary Table 7 RNA v/s protein discordance across genes.

Supplementary Table 8 RNA v/s protein discordance for protein complexes and pathways.

Supplementary Table 9 GO term enrichments for temporally discordant genes.

Supplementary Table 10 Phosphosites profiled in this study.

Supplementary Table 11 Phosphorylation sites of SOX2, NANOG and POU5F1 downstream targets.

Supplementary Table 12 Genes and protein complexes associated with developmental disorders.

Supplementary Table 13 sgRNA and primers for perturbation targets.

Supplementary Table 14 Antibodies used in the study.

Supplementary Table 15 Light microscopy table.

## Source data

Source Data Fig. 5 Morphometric features of control and chemically perturbed gastruloids.

Source Data Extended Data Fig. 3 Immunostaining features of primed and early gastruloids generated from H9 and RUES2-GLR cells.

Source Data Extended Data Fig. 10 Morphometric features of WT and perturbed gastruloids.

## Data Availability

Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE273813. Proteomics datasets have been deposited and are available at the ProteomeXchange Consortium under accession code PXD054460. Other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

# Supplementary material for: The proteomic landscape and temporal dynamics of human and mouse gastruloid development
**Source:** Nat Cell Biol. 2026 Apr 24;28(5):1015–30. doi: 10.1038/s41556-026-01937-5
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Basecall files were converted to fastq formats using bcl2fastq (Illumina) and demultiplexed on the i5 and i7 indexes. Adapter trimming was performed using Trimmomatic v0.39. Depending on the species, trimmed reads were then aligned using STAR to either the human GRCh38 or mouse GRCm39 reference assemblies. Count matrices were then generated with bam files using FeatureCounts. For proteomics data, raw files were searched against the relevant annotated proteome from Uniprot. Comet search algorithm was utilized to match peptides to spectra. Peptide-spectrum matches (PSMs) were filtered to a 1% false discovery rate (FDR). Proteins were filtered to an FDR of 1%. For quantitation, PSMs were required to have a summed TMT reporter ion signal-to-noise  $\geq 100$ . For further detail, please see the Methods section.

#### Data analysis

The code used to analyze the data, and generate figures are deposited in the following GitHub repository- <https://github.com/bbi-lab/Temporal-Gastrulomics>  
The following freely available R packages were used for data analysis:  
Tidyverse- <https://cran.r-project.org/web/packages/tidyverse/index.html>  
Scales- <https://cran.r-project.org/web/packages/scales/index.html>  
ggrepel- <https://cran.r-project.org/web/packages/ggrepel/index.html>  
ggtrastr- <https://cran.r-project.org/web/packages/ggtrastr/index.html>  
cowplot- <https://cran.r-project.org/web/packages/cowplot/index.html>  
RColorBrewer- <https://cran.r-project.org/web/packages/RColorBrewer/index.html>  
ggplot2- <https://cran.r-project.org/web/packages/ggplot2/index.html>  
ggribes- <https://cran.r-project.org/web/packages/ggribes/index.html>  
ggpmisc- <https://cran.r-project.org/web/packages/ggpmisc/index.html>  
GGally- <https://cran.r-project.org/web/packages/GGally/index.html>

psych- <https://cran.r-project.org/web/packages/psych/index.html>  
 ggpubr- <https://cran.r-project.org/web/packages/ggpubr/index.html>  
 reshape2- <https://cran.r-project.org/web/packages/reshape2/index.html>  
 umap- <https://cran.r-project.org/web/packages/umap/index.html>  
 Seurat- <https://cran.r-project.org/web/packages/Seurat/index.html>  
 EnvStats- <https://cran.r-project.org/web/packages/EnvStats/index.html>  
 pheatmap- <https://cran.r-project.org/web/packages/pheatmap/index.html>  
 dendsort- <https://cran.r-project.org/web/packages/dendsort/index.html>  
 amap- <https://cran.r-project.org/web/packages/amap/index.html>  
 Matrix- <https://cran.r-project.org/web/packages/Matrix/index.html>  
 igraph- <https://cran.r-project.org/web/packages/igraph/index.html>  
 DESeq2- <https://bioconductor.org/packages/release/bioc/html/DESeq2.html>  
 conflicted- <https://cran.r-project.org/web/packages/conflicted/index.html>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

### DATA AVAILABILITY

RNA-seq data have been deposited to the Gene Expression Omnibus (GEO) database with the identifier GSE273813. Mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD054460. Reviewers can access these data through PRIDE using the account details: Username: ; Password: 4lQJ5v6pqvGs.

### CODE AVAILABILITY

All supporting scripts and code have been deposited onto the following repository at <https://github.com/bbi-lab/Temporal-Gastrulomics>. All processed data are available through the web application at: <https://gastruloid.brotmanbaty.org/>.

No experimental data were excluded from the analyses. Sequencing and spectrometry data exclusion criteria is outlined in the Methods, including filtering out the substandard reads and spectra, following general practices in genomics and proteomics.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes but the sample sizes used in this study are comparable to those reported in previous publications (please see main text for references)                                                                                                             |
| Data exclusions | Data exclusion criteria for transcriptomic and proteomic assays and datasets are outlined in the methods section, including the filtering metrics, all of which are in line with general practices in the field.                                                                                                   |
| Replication     | All gastruloid samples were collected within the same experimental batch to avoid confounding issues from batch effects. Samples profiled using proteomics were cultured in triplicate while samples profiled using transcriptomics were cultured in duplicate. All other experiments were repeated in triplicate. |
| Randomization   | Human RA-gastruloids and mouse conventional gastruloids were randomly selected within each timepoint before multi-omics phenotyping.                                                                                                                                                                               |
| Blinding        | The investigators were not blinded to allocation during experiment and outcome assessment.                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Phospho-Histone H2A.X (Ser139) (20E3) Rabbit Monoclonal Antibody 5763. Dilution- 1:50<br>Anti-ATP5A antibody ab14748. Dilution- 1:1000<br>Anti-SOX2 Antibody AB5603. Dilution- 1:100<br>Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647 A-31571. Dilution- 1:500<br>Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 488 A32790. Dilution- 1:500<br>Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 555 A32794. Dilution- 1:500                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Validation      | Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647 A-31571 Validated in HeLa cells by manufacturer <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31571">https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31571</a><br>Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 488 A32790 Validated in HEK293 cells by manufacturer <a href="https://www.thermofisher.com/antibody/product/A32790.html">https://www.thermofisher.com/antibody/product/A32790.html</a><br>Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 555 A32794 Validated in A549 cells by manufacturer <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32794">https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32794</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                          |                                                                                                                                                                                                                                                                      |
|--------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)      | The RUES2-GLR line was provided by Dr. Ali H. Brivanlou (Rockefeller University). Naive and primed H9 ESCs were kindly provided by Dr. Austin Smith (University of Exeter). Mouse ESC line E14Tg2a was obtained from Dr. Christian Schroeter (Max Planck Institute). |
| Authentication           | Activities of three markers SOX2, TBXT, and SOX17 (tagged with mCitrine, mCerulean, and tdTomato respectively) were monitored using fluorescence microscopy.                                                                                                         |
| Mycoplasma contamination | Cell lines used in this study were not tested for Mycoplasma contamination                                                                                                                                                                                           |

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

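RNA-seq of 18 samples was analysed: 10 human samples in 5 groups and 8 mouse samples in 4 groups, with 2 biological replicates in each group. The human groups were naïve H9 ESCs, primed H9 ESCs, primed RUES2-GLR ESCs, and early (24 h) and late (120 h) RA-gastruloids derived from RUES2-GLR ESCs. The mouse groups were naïve ESCs, EpiLCs, and early (72 h) and late (144 h) gastruloids, all from E14 ESCs. The proteome and phosphoproteome were not analysed here.

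The authors deposited 1 table of gene counts per species, holding whole-number read counts per gene that were not normalized. Per the paper's methods, the authors isolated polyadenylated RNA, sequenced it in either of 2 paired-end configurations, trimmed reads with Trimmomatic in paired-end or single-end mode, aligned them with STAR to GRCh38 or GRCm39, and counted them with featureCounts under default parameters. The paper's text does not name the annotation release or the configuration of each sample. The replicates of a stage were collected in the same experimental batch. All sample columns were mapped to a condition (columns not mapped: 0). Total counts ranged from 3681739 to 38771193 in human, with a median of 13561655, and from 6487157 to 20052505 in mouse, with a median of 9812648. A floor of 3 counts was set for each library as the limit that a count of 0 allows. Intervals from counts cover counting error only.

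Gene symbols and coordinates were taken from GENCODE release 44 for human, in which 44876 of the 44910 genes were found by identifier, and release M39 for mouse, in which 29486 of 29720 were found. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Mouse transcript windows were aligned with minimap2 2.31-r1302. Random draws used the seed 20260101.

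Counts were normalized by edgeR's TMM method. Genes were kept by filterByExpr, 18300 in human and 15003 in mouse, and tested with glmQLFit and glmQLFTest in 1 fit per species with 1 coefficient per group. DETs had a Benjamini-Hochberg adjusted p under 0.05 over all tested genes and an absolute log2 fold change above 1. The paper applies these thresholds to proteins, and its text does not name those used for transcripts. A supplement of the paper lists DESeq2 among the software, and DESeq2 was run here as an alternative to edgeR. PCA and distances used log2 CPM with a prior count of 2, centred and not scaled. The chi-square per degree of freedom compared the replicates of a group with the sampling noise of counts. The test was checked on simulated counts drawn from the real means, in which 200 genes were changed. These were well-counted genes changed by more than the threshold. All genes had the same dispersion and the groups otherwise had equal means, so the check does not measure sensitivity in the real data. edgeR recovered 199 in each species with 1 false call in each, and DESeq2 recovered 199 in human and 196 in mouse.

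The genes named in the text were drawn from genes that the paper names at a claim about transcripts, from a list of genes for which it states the direction of a protein, and from the largest changes of each of the adjacent comparisons. Some genes of the list are given by count, and the list does not hold each direction that the paper states. The latter were the 2 largest rises and the 2 largest falls among DETs with a mean of at least 10 CPM in the higher group, more than 3 counts in at least 1 library of the lower group, and both replicates of 1 group above both of the other. Genes and features named outside this rule in the closing section were chosen after their values were seen. A fold change against a group at or under the floor is given as a lower bound computed against the floor, or the counts are given in its place. The floor in CPM was not scaled by TMM.

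Gene lists were OXPHOS (78 nuclear genes), Complex I, TCA cycle, glycolysis, pentose phosphate pathway, cytoplasmic ribosome, mitochondrial ribosome, IFT-B, core Mediator, HOX, mitochondrial genome and fibroblast markers. They were assembled from pathway and complex membership, since the lists used in the paper were not at hand. Lists other than HOX were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 77 combinations of list and comparison. The same lists were tested with fry and with camera at an estimated correlation. Mean pairwise correlations of pathway genes used log2 TPM with a pseudocount of 1 over 12 samples, centred per gene within species, and 10000 random sets matched on mean expression. Human and mouse genes were matched by symbol. Fold changes of the species were correlated across 11929 genes, which are not independent replicates. The difference between species was tested as an interaction in 1 edgeR fit of all 18 samples over 13930 matched genes.

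For mouse reads in human libraries, windows of 100 bases at steps of 25 from mouse transcripts were aligned to human transcripts, with at least 66 aligned bases and at most 10 mismatches and gaps. For nuclear copies of mouse mitochondrial genes, windows at steps of 10 were compared with the nuclear genome at up to 1 mismatch. Permutation tests used 100000 permutations.

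In all, 55 pairs of a result and an alternative were fixed before the data were examined. They covered DESeq2, DESeq2's size factors in edgeR, upper quartile normalization, no filter on low counts, a minimum of 10 counts, downsampling to the smallest library, glmTreat, an adjusted p threshold alone, fits of only the compared groups, the replicate number as a block, other settings of the PCA and of the correlations, and leaving out each replicate in turn. The closing section gives their effect.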

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

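The tests in this part were all chosen after the results were seen, and the predictions for HOX, XIST, H19 and MEG3 were reworded once first values were seen. They concern transcripts in naïve H9 ESCs that the paper does not discuss, and opposite changes of mitochondrial transcripts in human and mouse.

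Transcripts of the 39 HOX genes summed to 165.4 CPM in naïve H9 ESCs and to 0.0587 CPM in primed H9 ESCs, and 30 of the 39 genes were above the floor in both naïve libraries. RNA carried over from the gastruloid libraries is argued against, for the HOX sum, by other genes abundant in early RA-gastruloids (at least 10 CPM) and silent in both primed groups. Their median ratio of naïve H9 to early RA-gastruloid was 0.565% over 24 genes, against 10.4% for the HOX sum. A median over genes is set here against a ratio of sums, and the HOX genes differ. HOXB2 had 41.6 CPM in naïve H9 ESCs and 107 CPM in early RA-gastruloids, and HOXD13 22.3 and 0.144 CPM. HOXB9 had 1.73 and 689 CPM, and HOXB8 0.357 and 83.7 CPM, so carry-over is not argued against for each gene. The set of 24 genes was widened, and its criterion changed, after a stricter set with few genes had left the question undecided. Counts on silent genes in general are argued against as well. Of 3122 other protein-coding genes silent in both primed groups, 16.5% had more than 3 counts in both naïve libraries, against 76.9% of the HOX genes (two-sided Fisher's exact test, p = 2.83e-16). Reads from mouse feeder cells stay open. At the mouse share estimated in the next paragraph, the mouse RNA would need a HOX sum of 12348 CPM, and the HOX level of the feeder cells was not analysed here. Mouse reads and HOX transcripts of the naïve cells themselves cannot be told apart for this reason. A difference between the naïve and the primed state was not tested otherwise.

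Among human pseudogenes that are silent in the other human groups, 132 are ones to which windows of abundant mouse transcripts align. Of these, 47 (35.6%) had more than 3 counts in both naïve H9 libraries, against 7.7% of 6325 other silent pseudogenes (two-sided Fisher's exact test, p = 4.38e-19). In each of the other human groups, the same test gave 0.0% of 63 to 70 aligned pseudogenes. Of the other silent pseudogenes in these groups, 0.0% to 0.3% had such counts. A share of 0.0% was therefore likely in any case, and these groups cannot show a difference between aligned and other pseudogenes. The pattern is consistent with mouse RNA in the naïve H9 libraries, which the paper states were passaged away from mouse feeders. For protein-coding genes, the same test showed no difference, with 20.0% of 35 aligned genes and 16.6% of 1093 others (p = 0.643, Fisher's exact test). From the pseudogenes, the mouse share was estimated at 4.70% by the ratio of sums and 3.36% by the median ratio. The estimate takes mouse ESC and gastruloid transcript levels in place of those of fibroblasts. No biological explanation was tested for it.

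XIST had 22.93 ± 4.32 CPM (SD, n = 2) in naïve H9 ESCs, with 498 and 347 counts, and 0 counts in primed H9 ESCs. Mouse feeder reads are argued against by sequence, since 0.14% of the windows of mouse Xist aligned to human XIST. Even if all reads of the naïve libraries were from mouse, an Xist level of 16376 CPM would be needed, and the highest mouse library of the study had 83.3 CPM. A difference between the naïve and the primed state stays open and was not tested. The result is a hypothesis, since it was found and tested in the same 2 libraries.

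H19 had 214.6 ± 28.5 CPM and MEG3 235.0 ± 0.395 CPM (SD, n = 2) in naïve H9 ESCs, against at most 11 and 2 counts in a primed H9 library. Of the mouse windows, 7.41% of H19 and 12.33% of Meg3 aligned to the human genes. At the estimated mouse share, the feeder cells would need 61624 CPM of H19 and 40559 CPM of Meg3. If all reads were from mouse, 2896 and 1906 CPM would be enough, and the highest mouse library of the study had 2030 and 191 CPM. The levels in fibroblasts were not analysed here and the estimated share is rough. Feeder reads and transcripts of the naïve cells cannot be told apart for H19 and MEG3.

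From primed RUES2-GLR ESCs to early RA-gastruloids, transcripts of the mitochondrial genome fell, and from EpiLCs to early mouse gastruloids they rose. The human direction depends on the line taken as primed. The mean log2 level of the 13 human genes, relative to the mean of the species, was 1.81 in primed RUES2-GLR ESCs, −1.11 in primed H9 ESCs and −0.62 in early RA-gastruloids. Over 9 matched genes, the median log2 fold change was −2.62 in human and 1.11 in mouse, and the median difference was −3.724. In the test of the difference itself (interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 7 of the 9 genes differed. MT-CO2 and MT-CO3 did not (adjusted p = 0.118 and 0.166), and their mouse counts were at most 1. A difference in library size is argued against by the larger primed RUES2-GLR library, which had 14196716 counts and a mitochondrial share of 21.4%. The shares of the other human groups ran from 2.68% to 6.71% over libraries that include smaller and larger ones. The choice of normalization left the directions as they were. The human median nearest to 0 was −2.499 over TMM, DESeq2, its size factors in edgeR and upper quartile normalization, and the mouse medians ran from 1.03 to 1.07. Reads shared with nuclear copies of the mouse mitochondrial genome are argued against by the 5 genes with a copy of under 5% of their length. Their smallest difference was −3.141, and the highest adjusted p among them was 2.09e-19 from the same edgeR quasi-likelihood test. For proteins, the paper reports higher mitochondrial levels in primed RUES2-GLR than in primed H9 ESCs, and a fall towards early gastruloids. It ascribes its species anticorrelation at this step to these proteins. Those are mitochondrial proteins in general, a different measure from transcripts of the mitochondrial genome. A biological difference between the human lines is one hypothesis, and a difference between the species does not follow from these values. The species also differ in line, protocol and sampling time, and a difference in RNA preparation between libraries was not tested. Mouse gastruloids were also not made from EpiLCs, whereas the human ones derive from RUES2-GLR ESCs.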

How the results depend on the processing

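Of the 168 results, 28 were fixed in the design. The other 140 include 102 values of single genes and the values of gene lists and further comparisons. Among 952 alternative values of those 140 results, 855 kept their direction and their side of the threshold or moved by less than their limit, 53 were weaker, 19 stronger, 23 moved and 2 reversed. Both reversals were of CWC22 between primed H9 and primed RUES2-GLR ESCs, with a log2 fold change of −0.178 that became 0.009 with upper quartile normalization (adjusted p = 0.976) and 0.016 with only the compared groups in the fit (adjusted p = 0.885), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

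Counts of DETs moved most with the thresholds, with a minimum of 10 counts and, in human, with the depth. With an adjusted p threshold alone, the counts were 13777 (naïve against primed H9 ESCs), 10711 (primed H9 against RUES2-GLR ESCs), 10218 (RUES2-GLR ESCs against early RA-gastruloids) and 9520 (early against late RA-gastruloids). In mouse they were 9900, 9410 and 11415 for the 3 steps from naïve ESCs to late gastruloids. In the design, these 7 counts were 8747, 5357, 5413, 4564, 4465, 3143 and 5884. With a minimum of 10 counts in every sample compared, they were 5006, 3251, 3185, 2479, 2332, 1961 and 3671, since fewer genes are tested. With glmTreat, which tests against the fold change threshold itself, 2982, 3281, 2720 and 1713 DETs were called for RUES2-GLR against H9 ESCs, early RA-gastruloids against RUES2-GLR ESCs, late against early RA-gastruloids, and early mouse gastruloids against EpiLCs. After downsampling to the smallest library, the 4 human counts were 5450, 3038, 3319 and 2373, so the depth limits how many human DETs can be called. The 3 mouse counts were then 3948, 2724 and 5428, each within 1.5 times its value in the design. DESeq2, DESeq2's size factors, upper quartile normalization, no filter on low counts, fits of only the compared groups and the replicate block left each of these 7 counts within 1.5 times its value.

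For HOX genes, a minimum of 10 counts in every sample compared left 0 of the 29 higher from RUES2-GLR ESCs to early RA-gastruloids, 0 of the 4 from EpiLCs to early mouse gastruloids and 3 of the 27 from early to late mouse gastruloids. This filter removes genes that are silent in the lower group. Of HOX genes from early to late RA-gastruloids, 15 were higher in the design, 23 with an adjusted p threshold alone, 9 with glmTreat and 7 after downsampling. From EpiLCs to early mouse gastruloids, 2 were higher with glmTreat, 2 with DESeq2 and 2 with only the compared groups. The cause was not tested for the last 2.

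The median log2 fold change of OXPHOS genes between primed H9 and RUES2-GLR ESCs reversed from −0.115 to 0.043 with DESeq2 (adjusted p = 0.691), 0.035 with its size factors in edgeR (0.815), 0.072 with upper quartile normalization (0.932) and 0.068 with only the compared groups (0.965), all from limma's camera. With no filter on low counts it was −0.108 (0.0305). Its adjusted p thus ran from 0.0305 to 0.965 and the cause was not tested. In mouse, with no filter on low counts, the median from EpiLCs to early gastruloids was 0.132 (adjusted p = 0.0186 from limma's camera, 0.426 in the design) and that from early to late gastruloids −0.25 (2.06e-05). For the latter, upper quartile normalization gave −0.21 (0.0311), only the compared groups −0.177 (0.0359), and fry, which leaves the median at −0.162, an adjusted p of 0.0124. The cause was not tested. With an estimated correlation in camera, the shifts of −0.916 from naïve to primed H9 ESCs and −0.246 from naïve mouse ESCs to EpiLCs had an adjusted p of 0.695 and 0.818, and none of the 77 list comparisons passed.

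The replicate number as a block (replicate block) gave a median of −0.161 for OXPHOS genes from early to late mouse gastruloids, with an adjusted p of 0.043 from limma's camera. The samples share only a number. Deviations of same-numbered samples from their group means had correlations of −0.112 to 0.068 over the 10 pairs of human groups and −0.048 to 0.008 over the 6 pairs of mouse groups.

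The PC1 gap of naïve H9 ESCs, 69.3% in the design, was 52.7% with the 500 most variable genes, 72.4% with log2 TPM, 72.0% with a prior count of 0.5, 67.7% with genes scaled to unit variance and 71.2% with no filter on low counts. The mouse gap of 73.5% was 75.1% with the 500 most variable genes, 70.4% with log2 TPM, 70.3% with a prior count of 0.5 and 79.7% with scaled genes. The ratio of replicate to group distances, 0.552 in human, was 0.32 with the 500 most variable genes, 0.702 with a prior count of 0.5 and 0.884 with no filter. In mouse, 0.431 became 0.297, 0.573 and 0.708, and 0.505 with scaled genes. Each ratio stayed below 1.

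The mean pairwise r over all 18 samples was 0.526 within glycolysis, 0.452 within the TCA cycle and 0.368 between them. Within the TCA cycle it was 0.794 in the 6 human samples, −0.02 in the 6 mouse samples and 0.196 with TMM-normalized log2 CPM. Between the pathways it was 0.086 in the 6 mouse samples and 0.352 with log2 CPM. The correlation of human with mouse fold changes from naïve to primed cells was 0.173, and 0.157 as Spearman's rho and 0.163 over genes called in at least 1 species. From primed cells to early gastruloids it was 0.101, and 0.062 as rho, 0.121 over called genes and 0.082 over genes with at least 10 CPM. It was 0.216 from early to late gastruloids, and 0.238 over called genes and 0.302 over genes with at least 10 CPM. The cause was not tested for these values.

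Leaving out 1 library at a time gave ranges, without tests. The PC1 gap ran from 23.6% to 85.8% over 10 human fits and from 55.3% to 85.7% over 8 mouse fits. The human gap was lowest without naïve H9 replicate 2, and leaving out naïve H9 replicate 1 also lowered it by more than 1.5 times. Human OXPHOS medians, over 4 fits each, ran from −1.002 to −0.878 (naïve to primed H9 ESCs) and from −0.149 to 0.037 (H9 to RUES2-GLR ESCs, positive without RUES2-GLR replicate 1). They ran from −0.111 (without RUES2-GLR replicate 1) to 0.004 (without early replicate 1) from RUES2-GLR ESCs to early RA-gastruloids, and from −0.234 (without late replicate 1) to 0.023 (without late replicate 2) from early to late RA-gastruloids. Mouse OXPHOS medians ran from −0.281 to −0.205, from 0.024 (without EpiLC replicate 2) to 0.13 and from −0.193 to −0.113 for the 3 steps. The mean pairwise r ran from 0.691 to 0.78 within glycolysis, from 0.556 to 0.699 within the TCA cycle and from 0.479 to 0.629 between them over 12 fits. The correlations between species ran from 0.161 to 0.172, from 0.088 to 0.107 and from 0.194 to 0.219 over 8 fits each. Between H9 and RUES2-GLR ESCs, leaving out RUES2-GLR replicate 2 also moved the median by more than 1.5 times. Without human late replicate 2, the Complex I and pentose phosphate pathway medians from early to late RA-gastruloids turned from negative to positive. The mouse mitochondrial genome median from naïve ESCs to EpiLCs turned from positive to negative without naïve replicate 1 or EpiLC replicate 2. Of 524 such values of the other results, 419 moved by less than the replicate spread and 105 by more.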

Differences from the paper's values

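No value that the paper states for transcripts in its text has a counterpart computed here. The following results differ from a ranking or direction that the paper states.

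The paper states that PC2 of the mouse samples resolved developmental progression. Here, the order on PC2 was EpiLCs (−85.95), early gastruloids (−15.9), late gastruloids (26.2) and naïve ESCs (75.6). EpiLCs, early and late gastruloids followed the order of stages, and naïve ESCs lay beyond late gastruloids. This order was obtained with each of the 6 settings of the PCA that were run: the design, the 500 most variable genes, log2 TPM, a prior count of 0.5, genes scaled to unit variance and no filter on low counts. For the human samples, the paper relates PC2 broadly to progression. Here, naïve H9 ESCs (43.4) lay between early (37.55) and late (116.6) RA-gastruloids in the design. None of the same 6 settings, set before the data were examined, placed naïve H9 ESCs at an end of PC2.

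The paper reports NANOG as enriched in primed relative to naïve H9 ESCs, among proteins. The NANOG transcript was higher in naïve H9 ESCs, with a log2 fold change from naïve to primed of −2.07 (standard error 0.13, adjusted p = 3.68e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are different measures, and protein was not analysed here. The same holds for fold changes compared between human and mouse. For proteins, the paper reports strong anticorrelation from primed cells to early gastruloids, and modest positive correlation at the steps before and after. For transcripts, Pearson's r was 0.101 from primed cells to early gastruloids. It was 0.173 from naïve to primed cells and 0.216 from early to late gastruloids.

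The paper states that HOX genes turned on with gastruloid induction in human. Before induction, naïve H9 ESCs, which belong to another line than the gastruloids, had counts above the floor on 30 of the 39 HOX genes, and 35 of the 36 tested genes were DETs with higher levels in naïve than in primed H9 ESCs. In the RUES2-GLR line, the primed ESCs had none above the floor in both replicates.

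The paper states that the coherence within glycolysis and within the TCA cycle seen for proteins was not recapitulated for RNA. Here, the mean pairwise r of transcripts was 0.737 within glycolysis and 0.648 within the TCA cycle, where random sets had medians of 0.351 and 0.353. Between the pathways it was 0.555, where random sets had a median of 0.356. The paper describes anticorrelation between the pathways for proteins and states that RNA did not recapitulate it. The positive value between the pathways is therefore no difference from the paper. With TMM-normalized log2 CPM, the mean r within the TCA cycle was 0.196, and in the 6 mouse samples alone it was −0.02. The lists used here hold 17 and 18 genes, and the lists used in the paper were not at hand.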

Other observations

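The tests of DET counts, of OXPHOS against matched lists, of genes with low counts as the source of the relation between species and of fibroblast markers were set before the result was seen. The other tests in this part were chosen only after the result was seen.

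Comparisons with naïve H9 ESCs gave more DETs than the other human comparisons. A difference in library size is argued against, since after downsampling the smallest count with naïve H9 ESCs was 5450 and the largest without them 4411. The choice of normalization is argued against as well. Over DESeq2, its size factors in edgeR and upper quartile normalization, the smallest count with naïve H9 ESCs was at least 1.17 times the largest without them. Mouse reads in these libraries remain a further candidate source of part of the DETs, and the naïve state itself another.

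The OXPHOS shift from naïve to primed H9 ESCs, a median of −0.916, lay outside random lists matched on gene length and expression, of which 95% had medians from −0.529 to −0.038. Between primed H9 and RUES2-GLR ESCs, 98.66% of matched lists lay below the OXPHOS median. From RUES2-GLR ESCs to early RA-gastruloids 0.75% did, and from early to late RA-gastruloids 48.86%. Mouse reads in naïve H9 ESCs are argued against as the whole cause of the first shift. With human transcripts at their primed H9 level and the mouse share estimated at 4.70%, the mouse RNA would need an OXPHOS sum of 180640 CPM, and the mouse libraries of the study had 11470 to 18195 CPM. Of the 77 genes, 68 would need more than the highest mouse library. The naïve state stays open and was not tested.

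Fibroblast markers were examined for feeder cells, which are fibroblasts. Of the 14 markers, 9 were higher in naïve than in primed H9 ESCs with an adjusted p under 0.05, and 6 of these were DETs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL5A2, FBLN2 and PDGFRB were higher in primed H9 ESCs. The list as a whole had a median of −0.975 (adjusted p = 0.137 from limma's camera and 0.00106 from fry). COL3A1 had 176 CPM in naïve H9 ESCs and at most 2 counts in a primed H9 library, and COL1A1 had 366 and 137 CPM. VIM, abundant in fibroblasts, had 30.05 CPM in naïve H9 ESCs. The markers are human genes that the stages themselves also express. A count of 9 meets the criterion set beforehand, and that of 6 would not, so feeder reads and expression by naïve cells cannot be told apart for these genes. Other human steps moved this list too, with a median of 1.78 from RUES2-GLR ESCs to early RA-gastruloids (0.453 without early replicate 1), and mouse gastruloids with 4.69 from early to late.

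At 31 protein directions of single genes listed in advance, transcripts changed in the same direction in 30 cases and in the opposite direction in 1, NANOG between naïve and primed H9 ESCs. The list left out APLNR, NEBL, NCAM1 and CRABP2, for which the paper also describes protein by stage.

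For pathways, the paper also states protein directions, and some transcripts went against them. Values are mean log2 levels relative to the mean of the species, without a test. The paper has glycolysis proteins higher in late gastruloids than in primed human ESCs, and glycolysis transcripts were −0.194 in primed RUES2-GLR ESCs and −0.816 in late RA-gastruloids. It has TCA-cycle proteins lower in early and late gastruloids than in primed RUES2-GLR ESCs, where transcripts were −0.343 in primed RUES2-GLR ESCs, 0.129 in early and −0.206 in late RA-gastruloids. It has OXPHOS proteins higher in primed RUES2-GLR than in primed H9 ESCs, and the direction of the transcripts depended on the scaling. Their median log2 fold change from H9 to RUES2-GLR ESCs was −0.115 with TMM, 0.043 with DESeq2, 0.035 with its size factors in edgeR, 0.072 with upper quartile normalization and 0.068 with only the compared groups, and it lay above 98.66% of matched lists. OXPHOS transcripts were lower in late RA-gastruloids (−0.360) than in primed RUES2-GLR ESCs (−0.204), as stated for proteins. Late replicates 1 and 2 stood at −0.247 and −0.474, and primed RUES2-GLR replicates 1 and 2 at −0.206 and −0.202. Most of this gap thus came from late replicate 2. For early RA-gastruloids (−0.268) the direction was not stable, since the median change from primed RUES2-GLR ESCs was −0.031 and became 0.004 without early replicate 1. Pentose phosphate pathway transcripts were higher, as stated for proteins, with −0.376 in primed RUES2-GLR ESCs, −0.009 in early and −0.182 in late RA-gastruloids.

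Of the 77 combinations of list and comparison, 25 had an adjusted p under 0.05 from limma's camera, and the following ones were chosen after their values were seen. Glycolysis fell from early to late gastruloids, with medians of −1.74 in human (adjusted p = 2.05e-12) and −1.11 in mouse (1.02e-07), from limma's camera. The TCA cycle had −0.28 in human (0.0485) and −0.077 in mouse (0.281), and the pentose phosphate pathway −0.11 (0.558) and −0.97 (0.0894), from limma's camera. From RUES2-GLR ESCs to early RA-gastruloids, glycolysis rose by a median of 0.99 (6.64e-08) and the TCA cycle by 0.49 (0.0125), from limma's camera. None of these passed with an estimated correlation. For the TCA cycle from early to late RA-gastruloids, the adjusted p from limma's camera was also 0.137 with DESeq2, 0.0528 with upper quartile normalization and 0.25 with only the compared groups. Some mouse lists passed only under other settings. The TCA cycle from early to late gastruloids had 0.0192 with no filter on low counts and 0.00205 with fry, and the pentose phosphate pathway 0.0321 with DESeq2 and 0.0185 with no filter, from limma's camera, and 0.000174 with fry. The mitochondrial genome list was higher in RUES2-GLR than in H9 ESCs, with a median of 2.96 (8.28e-15 from limma's camera), and fell towards early RA-gastruloids with −2.50 (7.83e-13 from limma's camera). It rose from EpiLCs to early mouse gastruloids with 1.07 (1.49e-05 from limma's camera).

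Between naïve and primed H9 ESCs, several lists were lower in primed cells. The cytoplasmic ribosome had a median of −0.719 (0 genes higher, 79 lower, adjusted p = 1.49e-05), the mitochondrial genome −1.292 (0.000346), Complex I −0.956 (0.000133) and the mitochondrial ribosome −0.592 (0.00148), from limma's camera. From H9 to RUES2-GLR ESCs, the mitochondrial ribosome had −0.449 (9.76e-05) and core Mediator −0.399 (0.0348), from limma's camera. The latter was not past the threshold with DESeq2 (0.116), its size factors in edgeR (0.0652), upper quartile normalization (0.0712) or only the compared groups (0.103), and its median was −0.259 without RUES2-GLR replicate 2. In mouse, the mitochondrial ribosome had −0.285 from EpiLCs to early gastruloids (3.78e-06) and glycolysis −0.226 from naïve ESCs to EpiLCs (0.0331, and 0.0639 with upper quartile normalization), from limma's camera. With an estimated correlation, none of them passed. No explanation was tested for these lists here.

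Fold changes in human and mouse were weakly related across 11929 genes, which are not independent replicates. At the step from primed cells to early gastruloids, the human gastruloids derive from the primed line. The mouse gastruloids were not made from EpiLCs. Pearson's r was 0.173 from naïve to primed cells, 0.101 from primed cells to early gastruloids and 0.216 from early to late gastruloids. Of genes that were DETs in both species, 63.8%, 58.6% and 67.1% changed in the same direction. Over all 11929 genes, these shares were 55.8%, 50.9% and 56.8%, and the second is near the 50% of unrelated changes. Over genes with at least 10 CPM in both species, the second value was 0.082, a change of −0.019. That genes with low counts weaken the relation at this step is argued against, since r did not rise without them. Under the same filter, r rose to 0.302 from early to late gastruloids, so there this explanation stays open. The test set in advance asked instead whether genes with low counts produce the relation. Its criterion, a value within 0.1 of 0, was nearly met by all genes together, so this explanation and a weak relation cannot be told apart. The difference of the changes, tested as an interaction, passed the thresholds of a DET for 5865, 4531 and 4926 of 13930 genes.

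Ribosomal protein transcripts were higher in RUES2-GLR than in H9 ESCs, with a median log2 fold change of 0.31 over 79 genes. The change followed the number of annotated pseudogenes, with a Spearman rho of 0.476 across genes (permutation test, p = 1e-05, the smallest the permutations can give). The 44 genes with at least 10 pseudogenes had a median of 0.68 and the other 35 a median of 0.091. This is consistent with reads shared with pseudogenes, to a different extent in H9 and RUES2-GLR libraries. From naïve to primed H9 ESCs rho was 0.32 (permutation test, p = 0.00441). It was 0.07 from RUES2-GLR ESCs to early RA-gastruloids (p = 0.54) and 0.035 from early to late RA-gastruloids (p = 0.755, permutation tests). An earlier test, also chosen after the result was seen, used 74 non-ribosomal genes with at least 10 pseudogenes and missed its criterion, and the ribosomal test was added afterwards. Their median between H9 and RUES2-GLR ESCs was 0.021, within the range of matched lists, whose upper bound was 0.154, and 90.46% of the lists lay below it. For these genes sharing of reads and no effect cannot be told apart, since the median covers genes going both ways. RPL21, with 133 annotated pseudogenes, had 15.6 CPM in primed H9 and 310 CPM in primed RUES2-GLR ESCs, and EEF1A1, with 49, had 993 and 5730 CPM. HNRNPA1, with 74, had 385 and 1970 CPM, and PPIA, with 89, had 267 and 644 CPM. GAPDH, with 65, differed little, with 2160 and 2360 CPM. In naïve H9 ESCs, early and late RA-gastruloids, RPL21 had 20.8, 413 and 542 CPM, and EEF1A1 1190, 7020 and 8070 CPM. HNRNPA1 had 316, 2770 and 3550 CPM, PPIA 287, 724 and 698 CPM, and GAPDH 1620, 3810 and 2400 CPM. Except for GAPDH, these genes thus split by line and not by stage. The line and a difference in how the libraries were made cannot be told apart for them. The paper gives 2 sequencing configurations without naming the samples of each, and whether these separate the lines was not tested.

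Of the 13 mouse mitochondrial protein-coding genes, 6 had at most 1 count in any library: mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l. Reads shared with a nuclear copy are a candidate explanation, as 100% of the windows of each of these genes had a near-identical copy on chromosome 1. The 7 counted genes had copies of at most 60.9% of their windows and at least 569 CPM. The mitochondrial share of counts in mouse is thus a lower estimate. No biological explanation was tested.

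For the mean pairwise r of pathway transcripts, composition of the TPM values was examined with TMM-normalized log2 CPM. For glycolysis this gave 0.693, above the upper bound of 0.196 of random sets, which argues against composition as the whole cause. For the TCA cycle it gave 0.196, against an upper bound of 0.186. Composition and a common change cannot be told apart for the TCA cycle, since the value lies so near the bound and fell from 0.648.

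Early RA-gastruloid replicate 1 had 4556 genes with counts in no other human library, 35 of them on chromosome Y, against 120 to 649 such genes in the other human libraries. These genes held 6672 counts in it. No explanation was tested. Mouse Xist had 8 and 11 counts in naïve ESCs, 125 and 418 in EpiLCs, 962 and 421 in early and 715 and 521 in late gastruloids.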
